# Epigenetic regulation of nuclear lamina-associated heterochromatin by HAT1 and the acetylation of newly synthesized histones

**DOI:** 10.1093/nar/gkab1044

**Published:** 2021-11-12

**Authors:** Liudmila V Popova, Prabakaran Nagarajan, Callie M Lovejoy, Benjamin D Sunkel, Miranda L Gardner, Meng Wang, Michael A Freitas, Benjamin Z Stanton, Mark R Parthun

## Abstract

A central component of the epigenome is the pattern of histone post-translational modifications that play a critical role in the formation of specific chromatin states. Following DNA replication, nascent chromatin is a 1:1 mixture of parental and newly synthesized histones and the transfer of modification patterns from parental histones to new histones is a fundamental step in epigenetic inheritance. Here we report that loss of HAT1, which acetylates lysines 5 and 12 of newly synthesized histone H4 during replication-coupled chromatin assembly, results in the loss of accessibility of large domains of heterochromatin, termed HAT1-dependent Accessibility Domains (HADs). HADs are mega base-scale domains that comprise ∼10% of the mouse genome. HAT1 globally represses H3 K9 me3 levels and HADs correspond to the regions of the genome that display HAT1-dependent increases in H3 K9me3 peak density. HADs display a high degree of overlap with a subset of Lamin-Associated Domains (LADs). HAT1 is required to maintain nuclear structure and integrity. These results indicate that HAT1 and the acetylation of newly synthesized histones may be critical regulators of the epigenetic inheritance of heterochromatin and suggest a new mechanism for the epigenetic regulation of nuclear lamina-heterochromatin interactions.

## INTRODUCTION

When eukaryotic cells divide, not all of the information necessary for proper functioning of daughter cells is encoded in the primary DNA sequence of inherited genomes. Critical regulatory information is also relayed by patterns of chemical modifications to DNA bases and the histones packaging the genome, as well as in the 3D architecture of the genome. This regulatory information is inherited epigenetically during cell division. In mammals, the faithful transmission of epigenetic information is essential for life as it is critical for the control of cell proliferation, maintenance of cell identity and preservation of genome integrity (1–3).

The central process in cell division is genome duplication, which must occur with high fidelity and with accompanying inheritance of epigenetic information that is etched on DNA and chromatin. For example, patterns of CpG methylation are maintained following DNA replication by the maintenance DNA methyltransferase, DNMT1, which recognizes hemi-methylated DNA to restore CpG methylation patterns on daughter strands (4). By comparison, reproducing patterns of histone modifications on replicated chromatin or important aspects of 3-dimensional genomic structure are far more complex processes, and both are required for maintaining cell identity via proper regulation of transcriptional programs (5).

When a parental DNA duplex is replicated to produce two daughter duplexes, the chromatin packaging the DNA must be duplicated, as well. The replisome disrupts the parental nucleosomes in its path, leading to the dissociation of the histone octamer into an H3/H4 tetramer and two H2A/H2B dimers (6). The parental H3/H4 tetramer, which contains most of the epigenetically important modifications such as acetylation and methylation, is recycled onto one of the resulting daughter duplexes near its original location (7–14). This provides for the spatial memory of the parental histone modification patterns (15,16). These histone modification patterns play a central role in the formation of specific chromatin states by regulating inter-nucleosomal interactions and the association of non-histone proteins with chromatin.

As the parental H3/H4 tetramers are distributed to both daughter duplexes, maintaining correct nucleosome density requires that an equal number of newly synthesized H3/H4 tetramers be deposited on the newly replicated daughter duplexes (17). As a result, nascent chromatin is a 1:1 mixture of parental histones and newly synthesized histones. The accurate transfer of parental histone modification patterns to new histones is an essential step in the epigenetic inheritance of specific chromatin states (5,16).

The mechanisms underlying the transmission of parental histone modification patterns are best understood in the context of heterochromatin. Elegant work has established the ‘read-write’ model to describe the transfer of transcriptionally repressive histone H3 methylation from parental to new histones (5,16,18–19). The lysine methyltransferases (KMTs) responsible for H3 K9me2/3 and H3 K27me3 also bind to, and are activated by, their cognate modification. For example, during the replication of constitutive heterochromatin, which is enriched in H3 K9me2 and H3 K9me3, the KMTs G9a and Suv39h1/2 can bind to the parental histones containing H3 K9me2/3. This brings the KMTs near the new histones and promotes the spread of the parental histone methylation pattern to neighboring new histones (5,20–21). While new histones are in close proximity to these KMTs in nascent chromatin, they acquire the parental patterns of methylation very slowly, suggesting that that this is a tightly regulated process (22,23).

Heterochromatic histone modification patterns also regulate genome architecture by regulating the interaction of chromatin with the structural components of the nucleus, such as the nuclear lamina (24–27). The nuclear lamina is a meshwork of intermediate filaments composed of A- and B-type lamins that coat the surface of the inner nuclear membrane through interactions with components of the nuclear membrane, such as the lamin B receptor (LBR) and Emerin (26,28). The regions of heterochromatin that interact with the nuclear lamina are known as LADs (lamin-associated domains). LADs range in size from ∼0.1 to 10 Mb, are gene poor and compose 30–40% of the mammalian genome (29,30). These domains are enriched in the repressive histone modifications H3 K9me2/3, H3 K27me3 and H4 K20me2/3. These modifications are essential for the interaction of LADs with the nuclear lamina, as loss of the lysine methyltransferases (KMTs) responsible for these methylation marks reduces heterochromatin-nuclear lamina association (31–33). Heterochromatin associated histone methylation promotes a direct physical association between heterochromatin and the nuclear lamina. Heterochromatin Protein 1 (HP1) is a reader for H3 K9me2/3. HP1 directly binds to both LBR and to PRR14, a proline-rich protein associated with the nuclear lamina through interactions with lamin A/C (24,34–36). In addition, LBR directly binds to H4 K20me2 (37). Hence, direct physical interactions between heterochromatin and the nuclear lamina help drive the tethering of heterochromatin domains to the nuclear envelope and contribute to 3D genome architecture.

New histones have been considered as passive participants in epigenetic inheritance, serving as a blank canvas onto which the parental histone modification patterns are written (5,16). However, the newly synthesized H3 and H4 acquire specific patterns of modification prior to their deposition onto newly replicated DNA (17,38–41). The modification of new H3 begins with the co-translational monomethylation of K9 by ribosome-associated histone methyltransferase SetDB1 (42). H3 and H4 then form stable heterodimers in a chaperone-mediated process. The H3/H4 dimers then associate with the HAT1 complex that contains the histone acetyltransferase HAT1 and the histone chaperone Rbap46 (43). HAT1 acetylates the new H4 on K5 and K12, an evolutionarily conserved modification pattern specific for newly synthesized molecules (38,44–47). Following nuclear import, the new H3 can also be acetylated, potentially by CBP or GCN5 (48–59). The new H3/H4 complexes are then directed to sites of replication and deposited on newly replicated DNA by the chromatin assembly factor 1 (CAF1) complex (60–68). Following histone deposition, nascent chromatin assumes the correct 3D conformation during chromatin maturation. Chromatin maturation is a poorly characterized process that is accompanied by dynamic changes in the modification state of new histones. The predeposition patterns of acetylation are removed before the new histones acquire the post-translational modification patterns of neighboring parental histones (17). Whether the pre-deposition processing of newly synthesized H3 and H4 plays a regulatory role in the epigenetic inheritance of histone modification patterns is an open question.

HAT1 has emerged as a central regulator of new histone acetylation in mammalian cells. Studies in mouse embryonic fibroblasts (MEFs) have shown that, in addition to the expected acetylation of new H4 K5 and K12, the acetylation of new H3 is also HAT1-dependent. In particular, the deposition of H3 acetylated on K9 and 27 onto newly replicated DNA is lost in HAT1^−/−^ cells (38). Several lines of evidence suggest a link between HAT1 and regulation of the epigenetic inheritance of chromatin states. Complete knock out of HAT1 in mice results in a variety of developmental defects and neonatal lethality suggesting errors in cell fate decisions. In addition, HAT1^−/−^ MEFs display a high degree of genome instability (38). Finally, quantitative proteomics shows that HAT1 regulates the association of proteins with newly replicated DNA. Nascent chromatin assembled in the absence of HAT1 is enriched in factors involved in the formation of constitutive heterochromatin, including G9a, HP1, SMARCAD1, macro H2A, ATRX, KDM2A and the HELLS/CDCA7 complex (69).

We now report that HAT1 is a key regulator of the epigenetic inheritance of chromatin states and genome architecture. ATAC-Seq analysis of HAT1^+/+^ and HAT1^−/−^ MEFs demonstrates that HAT1 regulates the accessibility of specific chromosomal domains, which we have termed HAT1-dependent accessibility domains (HADs). Most HADs range in size from 0.1 to 10 Mb, are AT-rich, gene poor and heterochromatic. HAT1 functions as a global negative regulator of H3 K9me2 and K9me3, and HADs correspond to regions of the genome where HAT1 regulates the density of H3 K9me3. HADs display a high degree of overlap with Lamin-Associated Domains (LADs) suggesting that HAT1 and acetylation of newly synthesized histones regulate the association between heterochromatin and the nuclear lamina following DNA replication. We strengthen this link by reporting HAT1-dependent phenotypes consistent with disruption of nuclear lamina function. Finally, we propose a model for the epigenetic regulation of histone H3 methylation by HAT1 and newly synthesized histone acetylation and for the role of histone modification dynamics in the association of nascent chromatin with the nuclear lamina.

## MATERIALS AND METHODS

### MEF cell culture

e12.5 to e14.5 embryos were dissected from the pregnant female and internal organs were removed. The embryonic tissue was disaggregated using an 18-gauge syringe and brought to single cell suspension with Trypsin incubation at 37°C. Cells were then plated onto 100 mm tissue culture plates, passaged upon confluency and maintained in Dulbecco's modified Eagle medium (DMEM-Sigma) with 10% fetal bovine serum (FBS-Gibco) and 1× Pen/Strep antibiotics (Sigma). Genomic DNA was isolated from fibroblasts by standard methods using phenol: chloroform isolation and genotypes were confirmed by PCR using the following pairs of primers P1: 5′-GCC TGG TGA GAT GGC TTA AAC-3′ and P2: 5′-GCA AGT AGT ATG ACA AGA GGT AGG-3′. PCR was performed under following conditions; 95°C for 50 min followed by 29 cycles at 95°C for 40 s, 54.6°C for 30 s and 72°C for 60 s and final extension for 5 min at 72°C. The WT and mutant alleles yielded product sizes of 916 and 478 bp respectively. SV40 T immortalized MEFs (iMEFs) were derived from primary HAT1^+/+^ and HAT1^−/−^ embryonic day 13.5 embryos. Early passage primary MEFs were transformed with SV-40 T antigen containing plasmid pBSSVD2005 (ADDGENE, Cambridge, MA) to generate immortalized MEFs. Early passage cells were seeded at 25% confluency in six-well plates and transfected with 2 ug of expression vector using Fugene reagent (Roche). Cells were harvested and seeded into 100 mm dishes after 48 h of transfection. The cells were split at 1 in 10 dilutions until passage 5.

For the ATAC-seq and ChIP-seq experiments, cells were grown in DMEM media (Sigma) supplemented with 10% FBS (Sigma) and 1× Penicillin/Streptomycin antibiotics (Gibco).

### Data analysis and code availability

All custom data analysis, unless otherwise indicated, was performed using R version 3.6.3 (2020-02-29). The chromosome plots were generated using karyoploteR package version 1.12.4 in R (70). Additional plots were generated using *ggplot2* (71).All custom code generated for this publication is available as supplementary material.

### pMEF ATAC-Seq library preparation

Primary MEFs isolated from HAT1^+/+^ (*n* = 3) and HAT1^−/−^ (*n* = 3) embryos (5 × 10^4^ cells) were collected, resuspended in cold PBS, and centrifuged for 5min at 500g at 4°C. Next, cells were washed with 1mL cold RSB buffer (10 mM Tris–HCl, pH 7.4, 10 mM NaCl and 3 mM MgCl_2_). Cells were centrifuged at 500g for 10 min at 4°C, resuspended in 250 μl of freshly made Lysis Buffer (250 μl of RSB buffer and 2.5 μl of 10% NP-40), and incubated for 5 min on ice. Cells were centrifuged at 500g for 10 min at 4°C. Isolated nuclei were resuspended in 50 μl of the transposition mix (22.5 μl of H_2_O, 25 μl of the 2× Tagment DNA Buffer, 2.5 μl of Tagment DNA Enzyme (both Illumina)) and incubated at 37°C for 30 min. Transposition reactions were purified with the MinElute PCR Purification Kit (Qiagen) and eluted in EB buffer. ATAC-seq libraries were amplified with Nextera primers (Illumina) by PCR and purified with AMPure beads (Beckman Coulter). Resulting ATAC libraries were sequenced with paired-end reads.

### pMEF ATAC-Seq data analysis

ATAC-seq reads were processed with the ENCODE ATAC-sequencing pipeline version 1.6.1. The reads were aligned to the mouse genome version mm10 using bowtie2, and the peaks were called using MACS2. Differential accessibility analysis was carried out in R using the DiffBind package version 2.14.0.

### Genomic features annotation and gene density analysis

The annotation of the ATAC-seq differentially occupied peaks was carried out using the ChIPseeker package (version 1.22.1) in R. Gene density analysis was performed using the TxDb.Mmusculus.UCSC.mm10.knownGene package (version 3.10.0) in R.

### Isochore analysis

Dataset, containing mouse isochore genomic coordinates and isochore classification based on the G/C content was taken from Costantini *et al.* (72). The genomic coordinates of the isochores were converted from mm9 to mm10 genome assemblies using the UCSC liftOver tool. Percentages of differentially occupied sites in different isochores were calculated using the plyranges package (version 1.6.10) in R.

### Computational identification of HADs

To identify HADs computationally, sliding window averages of the ATAC-seq HAT1^−/−^ to HAT1^+/+^ log_2_ fold change in 25 data point windows were calculated using slider (version 0.1.5) package in R. Next, a custom R algorithm (available as supplementary material) was used to systematically identify HADs. With this algorithm, any two adjacent regions that fell below the set cutoff of –0.58 log_2_ fold change or 1.5-fold change and had no more than 1 Mb of gap between themselves were considered to be a part of the same HAD. As a result, 189 HADs were identified. 1 HAD localized on chromosome Y was removed from further analysis.

### HADs and LADs data analysis

MEF LADs dataset was downloaded from Peric-Hupkes *et al.* (73). The genomic coordinates of the LADs were converted from mm9 to mm10 genome assemblies using the UCSC liftOver tool. Overlap between HADs and LADs was calculated using the plyranges package (version 1.6.10) in R.

### RNA-Seq

RNA-seq was performed as previously described in Nagarajan *et al.* (74).

### ENCODE ChIP-seq data analysis

Bigwig files for H3K4me1, H3K4me3 and H3K27ac histone marks in MEFs were downloaded from ENCODE (datasets ENCSR000CAZ, ENCSR000CBA and ENCSR000CDI respectively). Heatmaps were generated using deeptools version 3.5.1.

### imMEF ATAC-Seq library preparation and data analysis

Immortalized MEFs isolated from Hat1^+/+^ (*n* = 2) and Hat1^−/−^ (*n* = 2) (1 × 10^5^ cells) were collected; nuclei were isolated from the cells and subjected to a transposition reaction with Tn5 transposase by Novogene. Sequencing libraries were amplified by PCR and sequenced with paired-end reads. Raw reads were aligned to the mouse genome version mm10 using bwa version 0.7.12 and peaks were called using MACS2 version 2.1.0. Differential occupancy analysis was performed using DESeq2 in R.

### Immunoblot analysis of HAT1 mutant MEFs

For immunoblot anlaysis, protein lysates from MEFs were prepared by using RIPA buffer (100 mM Tris–HCl pH 7.4; 300 mM NaCl; 2% NP‐40; 1% sodium deoxycholate; 0.2% SDS). Protein lysates were separated in 12% acrylamide gels and transferred to nitrocellulose blotting membrane (cat.# 10600004‐GE Healthcare Life Sciences). The membrane was blocked with 5% skim milk in TBS‐T (20 mM Tris–HCl at pH 7.4, 150 mM NaCl, 0.1% Tween‐20) for an hour at room temperature and then incubated with primary antibodies against HAT1 (Abcam, ab12163), histone H3 (Abcam, ab1791), histone H4 (Abcam, ab10158), histone H3 K9me2 (Abcam, ab1220), H3 K9me3 (Abcam, ab8898) and alpha Tubulin (abcam ab7291) incubated overnight at 4°C. HRP‐conjugated secondary antibodies and Pierce ECL or Brighstar Femto chemiluminescent (Pierce cat.# 32106; Brightstar cat. # XR94) were used for detection.

### Nuclear structure and integrity assays

Three HAT1+/+ or HAT1−/− MEF cell lines were seeded in equal quantities on coverslips and allowed to attach for 24 h. Cells were then permeabilized with 0.5% Triton X-100 and fixed with 4% PFA simultaneously for 15 min, rinsed with PBS, and fixed again with 4% PFA for 10 min at room temperature. After several PBS washes cells were blocked with 5% BSA for 1 h at room temperature. BSA was removed with PBS. Nuclei were stained with 20 mM Hoechst 33342 Fluorescent Stain and mounted on slides using Vectashield. Images were acquired using a Zeiss LSM 900 Airyscan 2 Point Scanning Confocal microscope and Zen Blue 3.0. Quantification was completed using ImageJ version 1.52t by identifying nuclear regions, measuring the size, and recording nuclei that exhibited nuclear abnormalities.

### H3K9me2 and H3K9me3 ChIP

Immortalized MEFs isolated from HAT1^+/+^ (*n* = 2) and HAT1^−/−^ (*n* = 2) embryos were collected, washed with PBS, and resuspended in CiA fixing buffer (50 mM HEPES, pH 8, 1 mM EDTA, 100 mM NaCI and 0.5 mM EGTA). Cells were fixed with 1% formaldehyde (Thermo Scientific) for 10 min at room temperature. Crosslinking reaction was quenched with 0.125 M glycine. Cells were washed with PBS supplemented with 1× of Complete protease inhibitor cocktail (Roche), pelleted and frozen. The pellets were thawed and resuspended 0.8 ml of ice-cold TE buffer (pH 8.0) supplemented with 1× of Complete protease inhibitor cocktail (Roche). Human Dbt immortalized myoblasts were added to the mouse cells to be used as a spike-in control. Samples were sonicated with an Active Motif sonicator for 20 min at 30% amplitude using a 30sec on/off cycle. Sheared chromatin samples were adjusted to RIPA 200 mM NaCl buffer (final concentrations of 0.1% SDS, 0.1% sodium deoxycholate, 1% Triton X-100, and 200 mM NaCl in 1× TE). Samples were incubated on ice for 5 minutes and centrifuged at 13 000 rpm for 10 min at 4°C. H3K9me2 and H3K9me3 antibodies (Abcam ab1220 and ab8898, respectively) were added to the supernatant, and the samples were incubated at 4°C with rotation for 2 hours. Next, pre-washed with RIPA 200 mM NaCl buffer Dynabeads (Invitrogen) were added to the samples for overnight incubation. After incubation, Dynabeads were isolated and washed twice with RIPA buffer (0.1% SDS, 0.1% sodium deoxycholate, and 1% Triton X-100 in 1× TE), twice with RIPA 200 mM NaCl Buffer, twice with LiCl Buffer (250 mM LiCl, 0.5% NP-40, 0.5% sodium deoxycholate in 1× TE), and twice with TE buffer. Beads were isolated, sonicated DNA was decrosslinked overnight and eluted using the MinElute PCR kit (Qiagen).

### H3K9me2 and H3K9me3 ChIP-Seq library preparation and data analysis

Sequencing libraries were prepared by PCR amplification and sequenced with paired-end reads by Novogene. Reads were aligned to the mouse genome version mm10 using BWA version 0.7.12, and the peaks were called using MACS2 version 2.1.0. Differential accessibility analysis was carried out using the DiffBind package. ChIP-seq signal density was calculated using the karyoploteR package version 1.12.4 in R (70).

### H4 K5ac ChIP-Seq

Mouse embryonic fibroblasts were fixed with 1% formaldehyde in flasks at room temperature for 10 min and subsequently washed with ice-cold PBS before a 0.1-M glycine solution was added to stop the fixation. After chromatin fragmented to 200–500 bp by sonication using Bioruptor. chromatin templates from 20 million cells were used for ChIP experiment. Samples were immunoprecipitated with 2-4 μg of H4K5 antibody overnight at 4°C followed by washing steps. After reverse crosslinking, the ChIP DNA fragment were purified. After reverse crosslinking, the ChIP DNA fragment were purified and repaired followed by treatment with Taq polymerase to generate single-base 3’ overhangs used for adaptor ligation. Libraries were prepared with the Illumina ChIP-seq Sample Prep Kit and sequenced using a genome analyzer (Illumina). ChIP-seq reads were mapped to the most recent mouse genome (mm9) using IGV (Integrative Genomics Viewer) and only the uniquely mapping reads were used for further analysis.

## RESULTS

### Hat1 regulates the accessibility of large chromatin domains

Nascent chromatin from HAT1^−/−^ cells is enriched for factors involved in constitutive heterochromatin formation, suggesting that the acetylation of newly synthesized histones regulates reestablishment of specific chromatin states following DNA replication. 

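In ATAC-Seq a transposase cuts accessible chromatin and inserts sequencing adaptors, so the reads at a site measure its accessibility. The assay was performed on primary mouse embryonic fibroblasts (pMEFs), which are cells grown directly from embryos, with 3 HAT1+/+ lines and 3 HAT1-/- lines. The authors aligned the reads to the mm10 genome with the ENCODE pipeline, called peaks with MACS2 and compared the genotypes with DiffBind. The authors' deposited table has a row for each of 229903 tested sites, 36 of them on chromosome Y. The median site is 255 bp wide. For each site the authors give the log2 of the mean normalized reads in each genotype, the log2 fold change of HAT1-/- over HAT1+/+, a P value and a false discovery rate (FDR). Only these genotype means were used here, so no spread between lines is given and a single outlying line could not be tested for. The raw depth of each line is unknown. Added over all sites, the authors' genotype means come to 7893424 normalized reads for a HAT1+/+ line and 7479071 for a HAT1-/- line. The median site had 14.2 normalized reads per line, and from the 5th to the 95th percentile the sites ran from 5.39 to 123.6 reads, so most sites rest on few reads. The median log2 fold change over all sites was -0.06. From these values, the domains, flanks, genomic features, GC content and gene density were computed. The unit of these tests was a chromosome or a domain, because neighbouring sites are not independent. The clustering of sites was instead set against random draws of single sites within each chromosome.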

To test this hypothesis, we used ATAC-seq (Assay for Transposase Accessible Chromatin using sequencing) to profile genome-wide accessibility in Hat1^+/+^ and Hat1^−/−^ primary MEFs (75). 

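At the Hat1 gene on chromosome 2 (mm10, 71388958 to 71441622), 3 sites were tested. In the authors' deposited table the promoter site from 71388982 to 71389698 had a log2 fold change of 0.21 (P = 0.453), and the intronic site from 71416661 to 71416938 had 0.48 (P = 0.343). The third, from 71421184 to 71421348, within 3 kb of an internal transcription start, had -2.68. Its P in the authors' deposited table is 0.0443 and its FDR is 1. With log2 fold changes past 1 and P under 0.01, the authors' deposited table holds 1645 sites with lower and 214 with higher accessibility in HAT1-/- cells. Of these, 197 have an FDR under 0.05 in the authors' deposited table, and none of the 197 is higher. When the P values of all 229903 sites were adjusted here by the Benjamini-Hochberg method, 176 lower sites and 0 higher sites were under 0.05, and the smallest adjusted value of a higher site was 0.214. A P under 0.01 was found at 1867 sites, where uniformly distributed P values would give 2299, and 58.03% of the P values were above 0.5. Of the alternatives, the FDR threshold moved the counts most, and P under 0.001 left 546 lower and 8 higher sites. The 3 lower sites with the smallest P were all distal intergenic. In the authors' deposited table the site on chromosome 9 from 26518500 to 26519090 had a log2 fold change of -3.21 (P = 1.1e-19). It lies 395 bp from the lincRNA gene Gm30313. That on chromosome 7 from 48137199 to 48138418 had -2.31 (P = 2.7e-12) in the authors' deposited table. That on chromosome 8 from 19979822 to 19980670 had -2.39 (P = 3.2e-12) in the authors' deposited table.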

The ATAC-Seq results demonstrate that HAT1 has a dramatic effect where 1859 sites were found to be differentially accessible (log_2_ fold change +/− 1, *P* < 0.01), with 88% of these sites less accessible in HAT1^−/−^ cells (Figure 1A, Supplementary Table S1).

**Figure 1.**
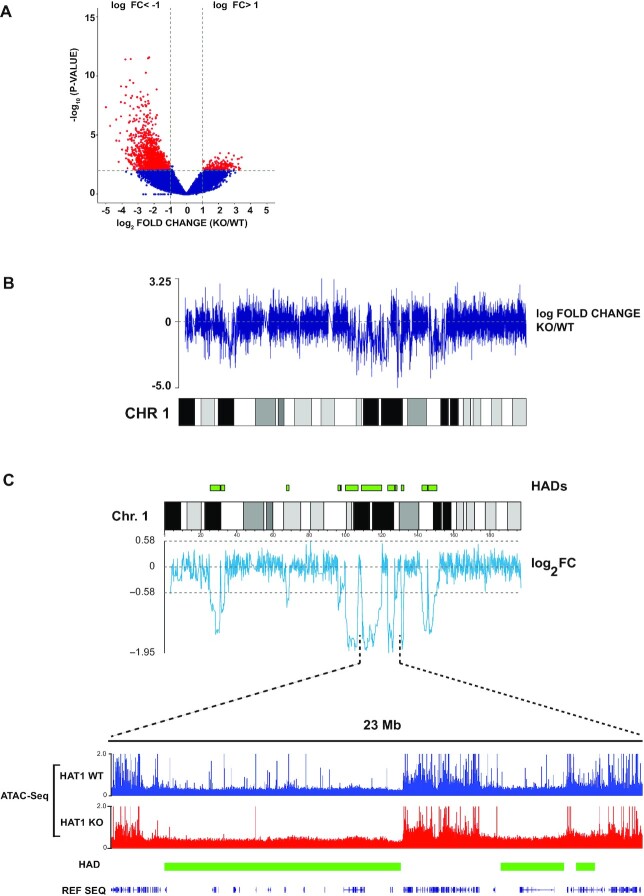
HAT1 regulates the accessibility of large chromatin domains. (**A**) Volcano plot comparing ATAC-Seq peaks from HAT1^−/−^ versus HAT1^+/+^ cells (log_2_ fold change ±1, *P*< 0.01). (**B**) The log_2_ fold change of ATAC-seq data from primary HAT1^+/+^ and HAT1^−/−^ MEFs plotted along mouse chromosome 1. (**C**) (Top) The sliding window average (window size 25 data points) of the log_2_ Fold Change (log_2_FC) of the ATAC-Seq signal from HAT1^−/−^ chromatin relative to HAT1^+/+^ chromatin is plotted below a karyoplot of chromosome 1. The location of HAT1-dependent accessibility domains (HADs) is indicated in green above the karyoplot. (Bottom) A genome browser view of the ATAC-Seq data from the indicated region of chromosome 1 (data is representative of biological triplicates). The location of HADs are indicated.

We localized the HAT1-dependent sites of accessibility relative to functional genomic features. The majority of HAT1-dependent sites of accessibility (57%) were in distal intergenic regions. 

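Each site was assigned to a feature of the GENCODE vM21 annotation of GRCm38, in the order promoter (within 3 kb of a transcription start), 5′ UTR, 3′ UTR, exon, intron, downstream (within 300 bp) and distal intergenic. Distal intergenic regions held 1029 of the 1859 differential sites (55.4%), against 31.8% of all tested sites. Chromosome by chromosome, the share among differential sites exceeded that among the other tested sites by 21.3 percentage points ± 11.1 (SD, n = 20 chromosomes), in the same direction on 20 of 20 (two-sided sign-flip permutation test, p = 1.0e-05, the smallest that 100000 resamples can give). The share was 57.4% for lower sites and 39.7% for higher sites, the alternative that moved it most. With protein-coding transcripts only it was 64.7%.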

The remaining sites were primarily in downstream introns (∼31%) and promoter proximal regions (∼8%) (Supplementary Figure S1A). 

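Introns held 543 differential sites (29.2%) and promoters 243 (13.1%). Among all tested sites the shares were 35.2% and 28.3%. The promoter share was lower among differential sites than among other tested sites by a mean difference of -14.8 percentage points ± 6.61 (SD over 20 chromosomes), below 0 on 19 of 20 (two-sided sign-flip permutation test, p = 2.0e-05). The intron difference of -4.36 points ± 10.87 (SD) was within the spread between chromosomes (p = 0.0887, same permutation test). With promoters limited to 1 kb, introns held 31.6% and promoters 7.64% of the differential sites.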

HAT1-dependent sites of accessibility show a marked preference for low GC-content DNA, with more than 65% located in isochores L1 and L2 and 0 sites in isochore H3 (Supplementary Figure S1B). 

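Isochores were approximated here by the GC content of the 200 kb around each site, with the class limits of Supplementary Figure S1B. Of the 1859 differential sites, 15.2% fell in L1, 49.4% in L2, 26.2% in H1 and 9.14% in H2, and 2 sites fell in H3. L1 and L2 together held 64.6% of the differential sites and 19.6% of all tested sites. The median GC content around differential sites was lower than around the other tested sites of the same chromosome by a mean difference of -4.33 percentage points ± 1.38 (SD, n = 20 chromosomes), below 0 on 20 of 20 (two-sided sign-flip permutation test, p = 1.0e-05). Lower and higher sites differed in this respect. L1 and L2 held 69.9% of lower sites and 23.4% of higher sites, and the GC difference of higher sites, -0.67 points ± 1.57 (SD, n = 19 chromosomes), was not past the threshold of the same permutation test (p = 0.0794).

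**Figure D1:**
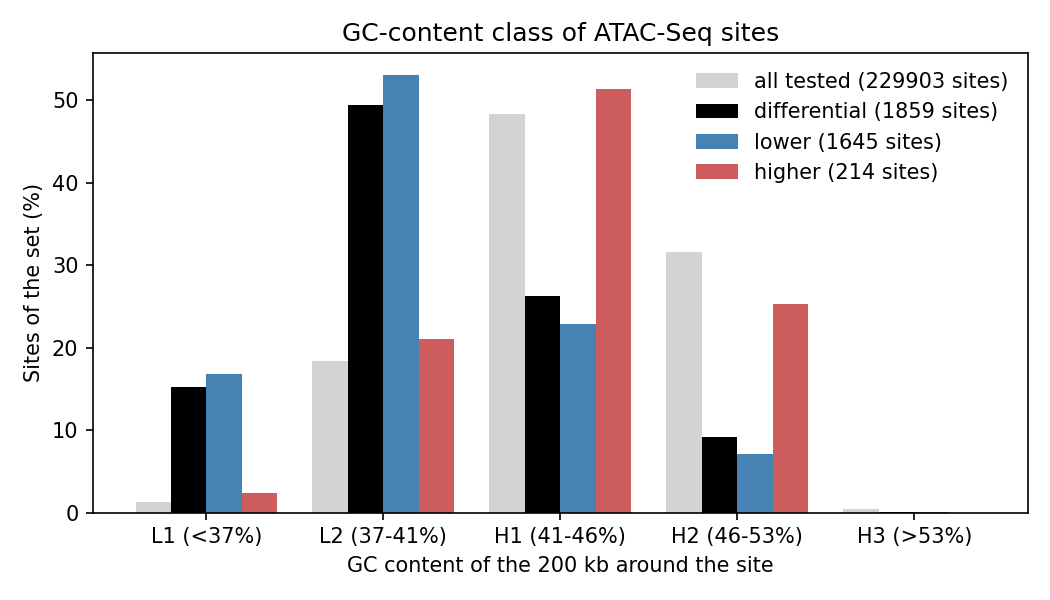
Share of sites (%, vertical axis) in each class of GC content of the surrounding 200 kb (horizontal axis), for all tested sites, differential sites, lower sites and higher sites. L2 holds 53.1% of lower sites and 18.4% of all tested sites, while higher sites lie nearer to all tested sites, with 51.4% and 48.3% in H1.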

The HAT1-dependent sites of differential accessibility also display a preference for regions of low gene density (Supplementary Figure S1C).

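Gene density was taken as the number of GENCODE genes starting within 500 kb of a site. Its median was 11 genes for differential sites and 22 for all tested sites. The difference from the other tested sites of the same chromosome was -11.2 genes ± 3.11 (SD, n = 20 chromosomes), below 0 on 20 of 20 (two-sided sign-flip permutation test, p = 1.0e-05). It was -12.2 genes for lower sites alone. For higher sites it was -4.08 genes ± 4.75 (SD, n = 19 chromosomes; p = 0.00134, same permutation test).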

Interestingly, the HAT1-dependent sites of accessibility are not evenly distributed throughout the genome. 

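Of the 1645 lower sites, 81.8% had another lower site within 1 Mb. Random draws of as many tested sites per chromosome gave 79.2% ± 0.982 (SD, n = 10000 draws; two-sided p = 0.0082). The threshold on P moved this comparison most, through the share in the draws, since fewer sites were then drawn. Of the 546 lower sites with P under 0.001, 81.1% had such a neighbour, against 48.6% ± 2.36 (SD) in the draws (permutation p = 2.0e-04, the smallest that 10000 draws can give). Within 0.1 Mb, 47.7% of lower sites had a neighbour, against 20.4% ± 1.3 (SD) in the draws (permutation p = 2.0e-04). Within 5 Mb the direction turned, with 97.5% against 99.0% ± 0.228 (SD; permutation p = 2.0e-04). The lower sites lay in 761 bins of 1 Mb, and 137 of these bins held the greater part of them. Chromosome 1 held 240 lower sites (14.6%) and 7.12% of all tested sites. It also held 29 higher sites (13.55% of them), so this excess was not particular to lower sites.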

To visualize this distribution, we plotted the ATAC-Seq log_2_ fold change (log_2_ FC) difference between HAT1^+/+^ and HAT1^−/−^ cells across the genome. In these plots, values above 0 indicate increased accessibility in HAT1^−/−^ cells and values below 0 have decreased accessibility (Figure 1B). It is apparent that large domains of chromatin lose accessibility in HAT1^−/−^ cells. 

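Averaged over 25 consecutive sites, which span a median of 169 kb, the log2 fold change fell to -1.89 on chromosome 1 and to -2.23 at its lowest across the genome without chromosome Y. Of 229867 windows, 5187 (2.26%) had a mean below -0.58 and 22 had a mean above 0.58.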

To computationally define these domains, we plotted a sliding window average of the log_2_ FC of the ATAC-Seq data (Figure 1C, top). Regions where the log_2_ FC sliding window average is less than −0.58 (−1.5-fold change) were classified as HAT1-dependent accessibility domains (HADs).

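Each tested site was taken as the centre of a window of 25 sites, and consecutive windows with a mean log2 fold change below -0.58 were joined where they were no more than 1 Mb apart. The domains found held 5187 sites. The log2 fold change was below 0 at 87.6% of these sites and at 54.2% of the 224680 sites outside. Of the 1645 lower sites, 1006 (61.2%) were inside HADs, as were 2 of the 214 higher sites. HADs are called from these same log2 fold changes, so these shares follow in part from the definition. A lower site was present in 138 of the 269 HADs, and a site with an FDR under 0.05 in the authors' deposited table in 59. When the log2 fold changes were shuffled among the sites of each chromosome, a mean of 3.21 domains was found over 100 shuffles.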

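On chromosome 1 (mm10), the HAD from 106932582 to 118288754 had 137 tested sites with a mean log2 fold change of -1.41. Their median was 14.1 normalized reads in HAT1+/+ cells and 5.5 in HAT1-/- cells. A second, from 121577617 to 125262548, had 72 sites with a mean of -1.50, and medians of 11.4 and 4.59 reads. Another, from 125696801 to 126512552, had 37 sites with a mean of -0.66, medians of 12.2 and 7.84 reads, and 0 lower sites, where the first had 53 and the second 28. Shorter HADs were also called on both sides of it. These 3 HADs hold 86, 32 and 4 gene starts, of which 21, 1 and 1 are of protein-coding genes. Their GC content is 37.8%, 39.2% and 42.6%.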

The bottom of Figure 1C shows a genome browser view of the ATAC-Seq data for a 23 Mb region of chromosome 1 that contains three HADs. The HADs are large domains that have characteristics of heterochromatin. HADs have lower gene density and lower accessibility than flanking euchromatic domains. 

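Each HAD was compared with the 1 Mb on each side of it that lay outside every HAD. HADs near each other share flank sites, so they are not fully independent units and the p-values of these tests may be too small. Over the whole length of the HADs there were 7.96 gene starts per Mb, against 21.9 per Mb outside, and 18.4 tested sites per Mb, against 95.5 outside. HAD by HAD, the density of sites depended on the short HADs, because a HAD of a single site is only as long as that site. Over 267 HADs of any length, the log2 ratio of the density of sites to that of the flank was 0.71 ± 3.52 (SD; two-sided sign-flip permutation test, p = 9.7e-04), with 157 HADs below 0 and 110 above. For the 170 HADs of at least 100 kb it was -1.38 ± 1.24 (SD; p = 1.0e-05, same permutation test), below 0 in 149. The difference in gene starts per Mb was 55.1 ± 539 (SD, n = 269 HADs; p = 0.124, permutation test), below 0 in 212 of 269, and -5.99 (p = 1.0e-05, permutation test) when only HADs of at least 100 kb were taken. The level of the sites themselves was compared in the 173 HADs with at least 5 sites inside and 5 in the flank. In HAT1+/+ cells the median log2 reads per site in a HAD minus that in its flank was 0.02 ± 0.39 (SD over HADs; p = 0.4, permutation test). HADs are selected for a low log2 fold change, which favours sites with a high HAT1+/+ value, so this comparison cannot show that the level was not lower. With flanks of 0.5 Mb this difference was 0.066 (p = 0.0449), and per kb of site width 0.081 (p = 1.0e-05), both by the same permutation test and both above 0.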

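The median level of sites in HAT1-/- cells was lower in HADs than in their flanks by a mean log2 difference of -0.72 ± 0.51 (SD, n = 173 HADs), below 0 in 159 (two-sided sign-flip permutation test, p = 1.0e-05). This direction is partly fixed by the choice of HADs, which are selected for a negative log2 fold change. The sites in HADs had a median of 14.8 normalized reads in HAT1+/+ cells and 7.46 in HAT1-/- cells. Added over all sites in HADs, HAT1-/- cells kept 51.8% of the normalized reads of HAT1+/+ cells, against 95.4% outside HADs. At least 16 normalized reads were found at 46.7% of HAD sites in HAT1+/+ cells and at 16.5% in HAT1-/- cells. In the flanks, the median log2 fold change minus that of all sites outside HADs was -0.10 ± 0.20 (SD, n = 267 HADs; p = 1.0e-05, permutation test), below 0 in 182.

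**Figure D2:**
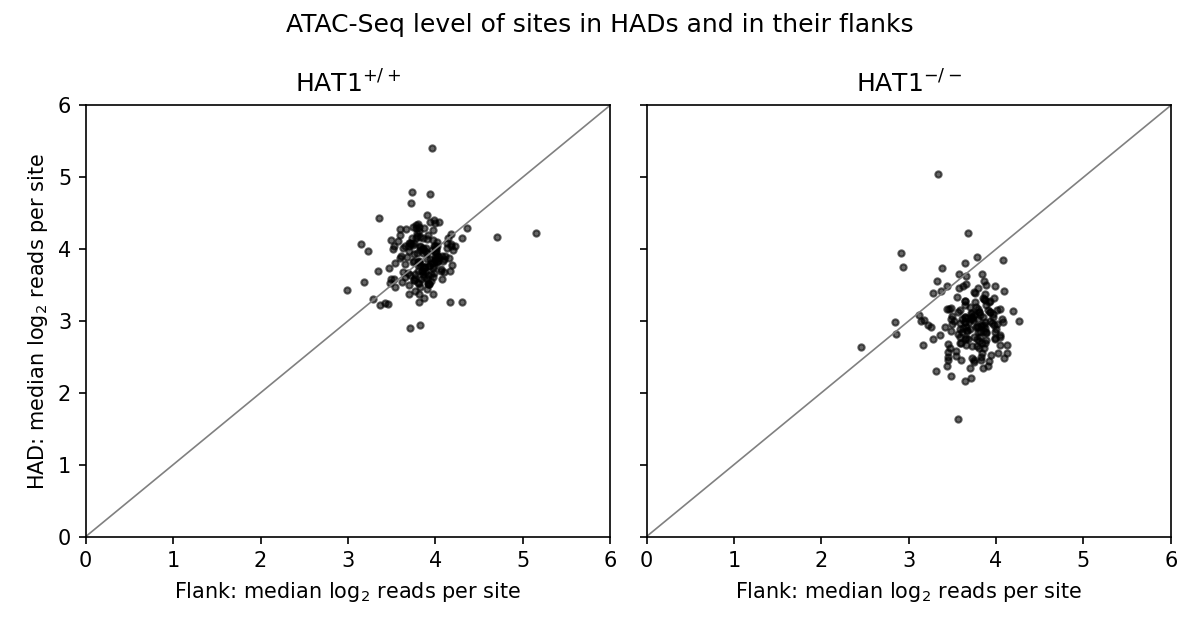
Median log2 normalized reads per site in each of 173 HADs (vertical axis) against its flank (horizontal axis), in HAT1+/+ (left) and HAT1-/- (right) cells. Each point is a HAD and the line marks equal levels. In HAT1+/+ cells 90 points lie below the line, and in HAT1-/- cells 159.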

Strikingly, the chromatin in HADs becomes almost entirely inaccessible in HAT1^−/−^ cells, while the flanking domains are unchanged. This suggests that the decrease in chromatin accessibility observed in the absence of HAT1 is largely due to decreased accessibility of heterochromatic regions rather than spreading of heterochromatin into neighboring euchromatic domains.

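The log2 fold change was followed across the borders of HADs of at least 1 Mb. From 2000 to 1000 kb outside the border its mean was -0.14 ± 0.26 (SD, n = 164 borders), and from 500 to 200 kb outside it was -0.15 ± 0.32 (SD, n = 167). In the last 50 kb outside it was -0.41 ± 0.58 (SD, n = 127), and in the first 50 kb inside -0.54 ± 0.66 (SD, n = 200). From 500 to 1000 kb inside it was -1.24 ± 0.65 (SD, n = 169). The border is set by a moving mean of 25 sites, so a change across it is averaged over that distance. From the loss of accessibility within HADs and the state of their flanks, the paper proposes that the decrease came largely from heterochromatic regions becoming less accessible, more than from heterochromatin extending into adjacent domains.

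**Figure D3:**
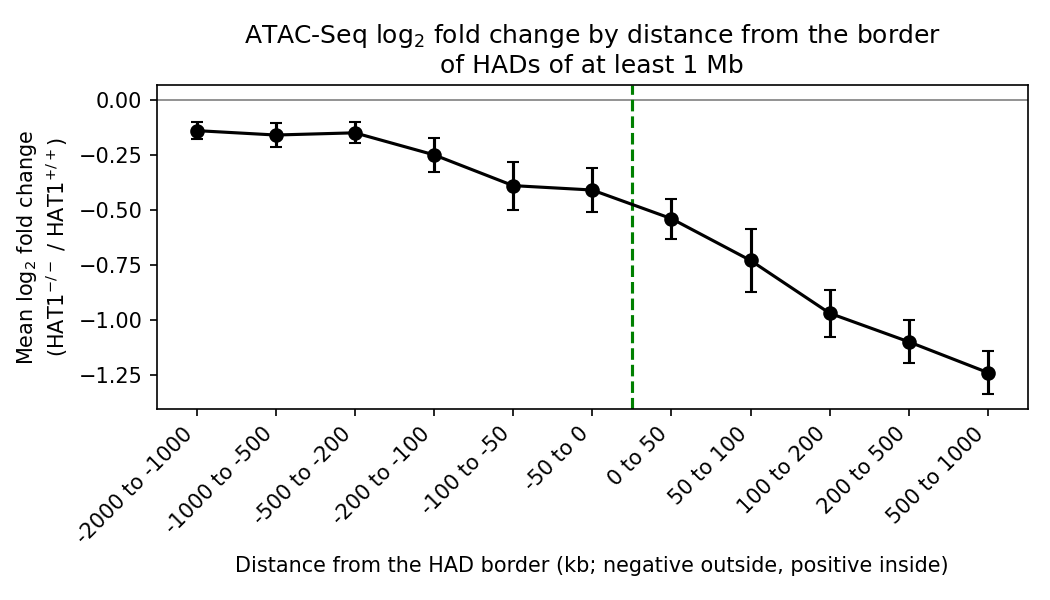
Mean log2 fold change (HAT1-/- over HAT1+/+, vertical axis) of sites in bins of distance from the border of HADs of at least 1 Mb (horizontal axis, kb, negative outside). Points are means over borders, bars are 95% confidence intervals of the mean, and the dashed line is the border. The mean goes from -0.14 far outside to -1.24 inside without a sharp step.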

Across the genome (Y chromosome was excluded from analysis), we have identified 188 HADs that range in size from ∼0.9 kb to greater than 11 Mb, with ∼48% of the HADs between 1 Mb and 5 Mb in size. 

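With the cutoff of -0.58 and every run of windows counted, 269 HADs were found outside chromosome Y, on 20 chromosomes. The shortest, on chromosome 6 from 63096350 to 63096450, is a single site of 101 bp, and 51 of the HADs consist of a single window. The sites of a HAD need not be low themselves, because a window takes in neighbouring sites. The single-site HAD on chromosome 1 from 140464129 to 140464323 had a log2 fold change of 2.16. Among the 173 HADs with at least 5 sites inside and 5 in the flank, the log2 fold change was below 0 in 171 and above 0 in 2. The longest is 11.4 Mb, on chromosome 1. The median length is 0.405 Mb, 97 HADs are shorter than 100 kb, and 94 (34.9%) are between 1 and 5 Mb. The HADs found here cover 100.0% of the length of those in Supplementary Table S2, and 93.8% of their own length lies in them. The number depended most on the cutoff, with 633 HADs at -0.4 and 98 at -1. On chromosome 6 the HAD from 108928894 to 112302275, which contains the Grm7 gene, had 97 sites with a mean log2 fold change of -1.53.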

In total, HADs encompass 10% of the mouse genome (Supplementary Table S2). 

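The 269 HADs add up to 281 Mb, 10.7% of the genome without chromosome Y. A cutoff of -0.4 gave 15.9% and a cutoff of -1 gave 4.14%. Changing the window, the averaging, the joining rule or the minimum length left the share between 8.06% and 11.6%.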

The ATAC-Seq analysis was repeated with immortalized MEFs and highly similar patterns of HADs were observed, suggesting that the regulation of large domains of chromatin structure is a fundamental function of HAT1 (Supplementary Figure S2).

### HAT1 is a global regulator of H3K9 methylation

The decrease in constitutive heterochromatin accessibility upon HAT1 loss led us to hypothesize that HAT1 regulates the transmission of heterochromatic histone methylation patterns from parental histones to new histones. To test this hypothesis, we performed ChIP-Seq analysis of H3 K9me2 and H3 K9me3 in HAT1^+/+^ and HAT1^−/−^ MEFs. We used human chromatin as a spike-in control to permit a quantitative comparison of methylation levels between samples. Figure 2A shows a genome browser view of chromosome 1. There is a clear increase in the level of both H3 K9me2 and K9me3 in HAT1^−/−^ cells. Strikingly, the methylation increase is distributed across the length of the chromosome such that the overall patterns of H3 K9me2 and K9me3 are retained. Identical results are seen for all of the autosomes (data not shown). A global increase in H3 K9me2/3 is consistent with proteomic analyses that indicate a trend towards increased levels of H3 K9me2/3 and a decrease in the level of H3 K9me1 in HAT1^−/−^ MEFs (Supplementary Figure S3).

**Figure 2.**
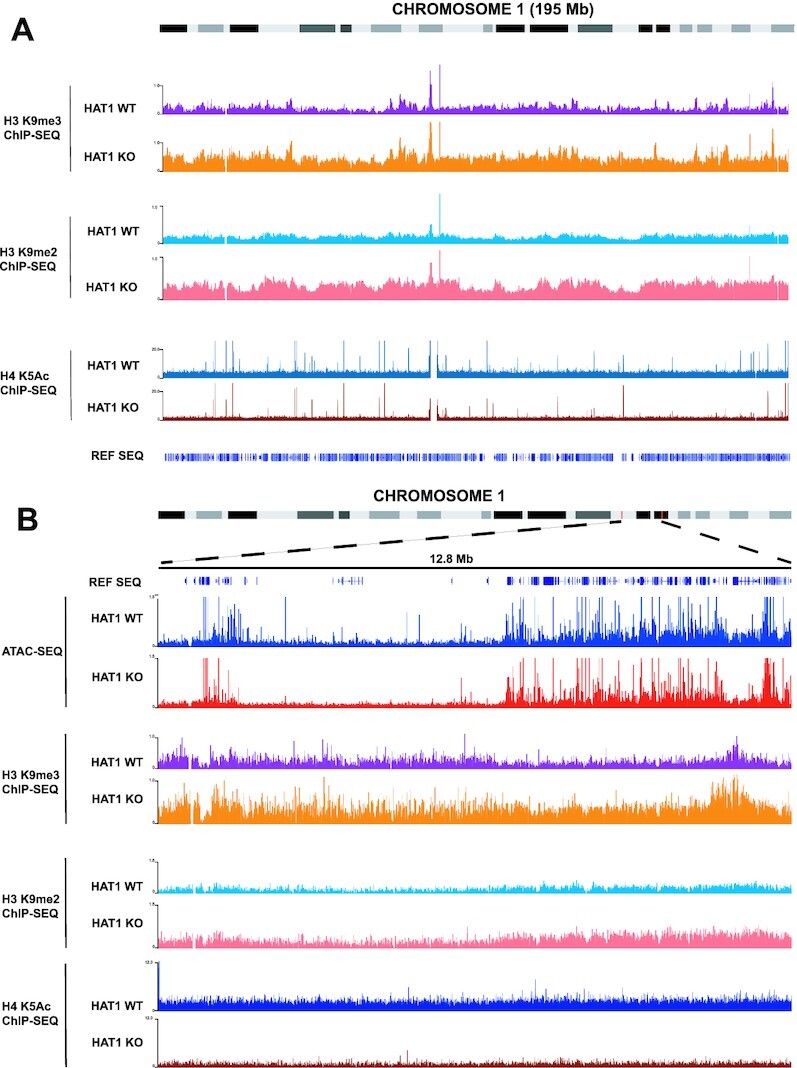
HAT1 is a global regulator of H3K9 methylation. (**A**) Genome browser view of mouse chromosome 1 showing ChIP-Seq data of H3 K9me2, H3 K9me3 and H4 K5ac from immortalized HAT1^+/+^ and HAT1^−/−^ MEFs (as indicated). (**B**) Genome browser view of a 12.8 Mb region of chromosome 1 showing ATAC-Seq data and ChIP-Seq data of H3 K9me2, H3 K9me3 and H4 K5ac from immortalized HAT1^+/+^ and HAT1^−/−^ MEFs (as indicated).

The H3 K9me2/3 ChIP-Seq data suggests that HAT1-dependent regulation of H3 K9 methylation occurs uniformly across the genome. A genome-wide role for HAT1 is consistent with previous reports demonstrating that nearly 100% of newly synthesized histone H4 is diacetylated on K5 and K12 (39,47,76). To obtain additional support for a genome-wide function for HAT1, we analyzed the effect of HAT1 loss on H4 K5 acetylation. This analysis is complicated by the transient nature of the acetylation of new H4, as this modification is lost during chromatin maturation (77,78). We predicted that ChIP-Seq analysis of H4 K5 acetylation from an asynchronous culture would reveal a basal level of acetylation that is due to the random distribution of active replication fork progression across the genome. Regions of HAT1-dependent new H4 acetylation should be indicated by a decrease in this basal level of K5 acetylation. As seen in Figure 6A, ChIP-Seq analysis of H4 K5 acetylation in HAT1^+/+^ and HAT1^−/−^ cells indicates that there is a uniform decrease of basal H4 K5 acetylation across the entirety of chromosome 1. Hence, these results suggest that HAT1 is responsible for the acetylation of new histones that are deposited throughout the genome and that HAT1 and the acetylation of new histones function as global negative regulators of H3 K9 methylation.

The decrease in accessibility in HADs was not strictly correlated to increased levels of H3 K9me2/me3. Figure 2B shows a genome browser view of a 12.8 Mb region of chromosome 1. The levels of H3 K9 me2/3 are elevated in the regions of HAT1-dependent accessibility. However, there were also increased levels of H3 K9 methylation in flanking regions whose accessibility does not change. In addition, there is a uniform decrease of H4 K5Ac across regions where accessibility is both HAT1-dependent and HAT1-independent. Hence, HAT1-dependent alterations in chromatin accessibility do not appear to be linked to the overall levels of H3 K9 methylation.

### HAT1 regulates H3 K9me3 density in HADs

When analyzed by population-based methods such as ChIP-Seq, the concentration of H3 K9 methylation in a given region of chromatin is indicated by two measurements; the intensity, or height, of the ChIP-Seq signal and the density of the ChIP-Seq signal. As HADs do not correlate with HAT1-dependent changes in H3 K9me2/3 intensity, we analyzed HAT1-dependent changes in H3 K9 methylation peak density. We calculated the number of H3 K9me2 and H3 K9me3 peaks in 1 Mb segments across each chromosome. In Figure 3A, the plot above the karyoplot of chromosome 1 depicts the change in the density of H3 K9me2 peaks between HAT1^+/+^ and HAT1^−/−^ cells, where values above zero reflect an increase in peak density in the HAT1^−/−^ cells. Loss of HAT1 has little effect on the density of H3 K9me2 peaks. However, HAT1 has a significant effect on H3 K9me3 peak density across chromosome 1 (Figure 3B). We observed a striking correlation between HADs and the regions of the chromosome that display increases in H3 K9me3 peak density. Similar results are observed across all autosomes (data not shown). These data suggests that chromatin accessibility in HADs is linked to the HAT1-dependent regulation of H3 K9me3 density.

**Figure 3.**
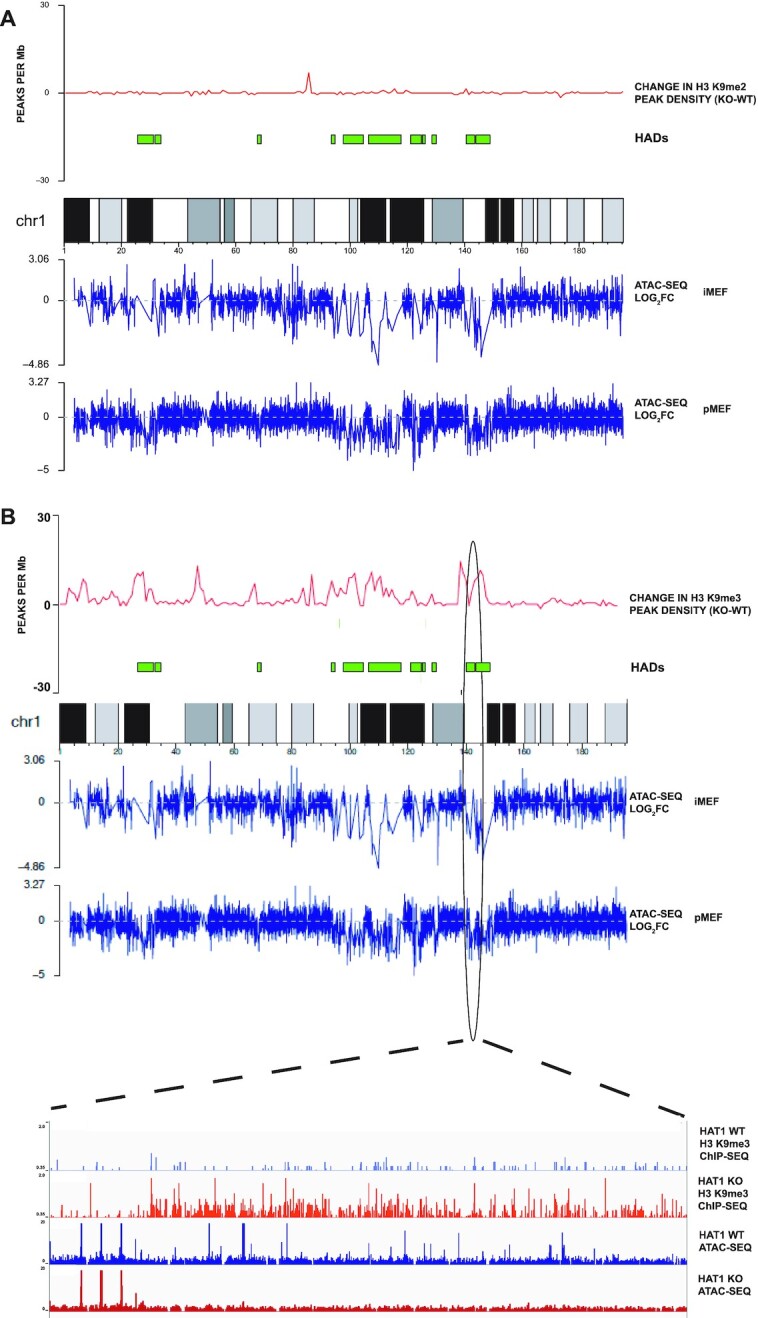
HAT1 regulates H3 K9me3 peak density in HADs. (**A**) The change in the density of H3 K9me2 peaks (peaks/Mb), determined by comparing ChIP-Seq data from HAT1^+/+^ and HAT1^−/−^ MEFs, is plotted above a karyoplot of mouse chromosome 1. Below the karyoplot are plots of the log_2_ FC of ATAC-Seq data between HAT1^+/+^ and HAT1^−/−^ immortalized and primary MEFs (as indicated). (**B**) (Top) The change in the density of H3 K9me3 peaks (peaks/Mb), determined by comparing ChIP-Seq data from HAT1^+/+^ and HAT1^−/−^ MEFs, is plotted above a karyoplot of mouse chromosome 1. Below the karyoplot are plots of the log_2_ FC of ATAC-Seq data between HAT1^+/+^ and HAT1^−/−^ immortalized and primary MEFs (as indicated). (Bottom) A zoomed in view of the region of chromosome 1 indicated by the oval. Shown are genome browser views of of H3 K9me3 ChIP-Seq data from HAT1^+/+^ and HAT1^−/−^ MEFs and the corresponding ATAC-Seq data.

### HAT1-dependent chromatin accessibility is not tightly linked to transcription

It was recently shown that in regions of euchromatin, the ground state of nascent chromatin following DNA replication is inaccessibility. Accessibility is acquired during chromatin maturation as genes become transcriptionally active (79). To determine whether the loss of accessibility in HAT1^−/−^ cells is the result of a loss of transcription, we performed RNA-Seq analysis in HAT1^+/+^ and HAT1^−/−^ MEFs. Consistent with the overall decrease in accessibility of HAT1^−/−^ chromatin, the primary effect of HAT1 loss was a decrease in transcription (Figure 4A). The expression of 709 genes decreased by at least 1.5-fold and 283 genes increased by at least 1.5-fold (*P*-value < 0.05). However, comparison of the ATAC-Seq and RNA-Seq data suggests that the HAT1-dependent changes in chromatin accessibility are not tightly linked to changes in transcription. Of the 709 genes down-regulated in primary HAT1^−/−^ MEFs, only 39 (∼5%) are located in HADs. Consistent with their heterochromatic nature and low gene density, most HADs have low levels of transcription. For example, Figure 4B shows a HAD from chromosome 16. Within the HAD there is very little transcription and there is no difference between the HAT1^+/+^ and HAT1^−/−^ cells. This raises the interesting possibility that in the wake of DNA replication, the reemergence of the correct patterns of accessibility in heterochromatic HADs occurs through mechanisms distinct from those governing euchromatic inheritance.

**Figure 4.**
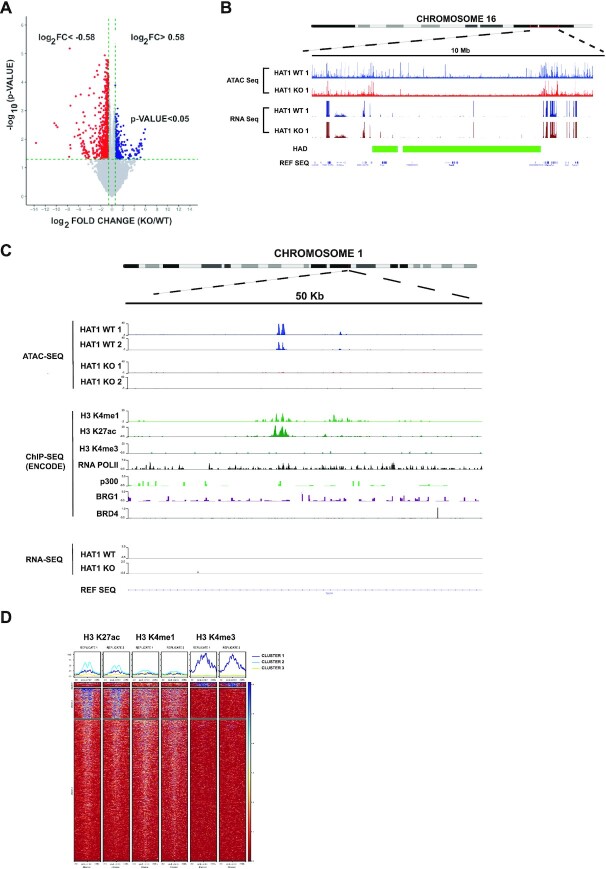
HAT1-dependent chromatin accessibility is not tightly linked to transcription. (**A**) Volcano plot of RNA-Seq data from primary HAT1^+/+^ and HAT1^−/−^ MEFs. (**B**) Genome browser view of a 10 Mb region of chromosome 16 showing ATAC-Seq and RNA-Seq data from primary HAT1^+/+^ and HAT1^−/−^ MEFs. Location of HADs is indicated by the green boxes. (**C**) Genome browser view of a 50 kb region of chromosome 1 showing the indicated tracks. ATAC-Seq and RNA-Seq was generated by our laboratory in HAT1^+/+^ and HAT1^−/−^ MEFs. ChIP-Seq data was obtained from MEFs by the ENCODE project. (**D**) The 1859 HAT1-dependent sites of accessibility were aligned with publicly available ChIP-Seq data for H3 K27ac, H3 K4me1 and H3 K4me3. The sites were divided into 3 groups following unsupervised hierarchical clustering. Heatmaps show the abundance of each modification relative to the centers of the peaks of accessibility ±2 kb.

There are a small number of sites that become more accessible in the absence of HAT1 (Figure 1A). These sites do not show an obvious link to transcription. 

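In the authors' deposited table the 214 higher sites had a median of 3.1 normalized reads in HAT1+/+ cells and 13.1 in HAT1-/- cells. When sites in the lowest 25% of mean reads were left out, 94 higher sites were left. None had an FDR under 0.05 in the authors' deposited table, where the smallest was 0.163. The higher site with the smallest P lies in an intron of Mrps28 on chromosome 3, from 8841588 to 8841782, and the authors' deposited table gives it a log2 fold change of 2.63 (P = 3.3e-04). A distal intergenic site on chromosome 5 from 67248085 to 67248456 has 2.09 (P = 3.4e-04) in the authors' deposited table, and a site in an intron of Tank on chromosome 2 from 61599881 to 61600066 has 2.95 (P = 5.6e-04) there.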

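Higher sites were present on 20 chromosomes and in 201 bins of 1 Mb, with at most 3 in a bin. Chromosome 1 held 29 of them (13.55%), an excess over its share of tested sites that draws made per chromosome do not test. Of the 214, 22.9% had another higher site within 1 Mb, against 20.0% ± 3.58 (SD, n = 10000) in random draws of as many tested sites per chromosome (two-sided p = 0.456), so no clustering was detectable with this number of sites.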

The sites of increased accessibility in HAT1^−/−^ cells are distributed throughout the genome and do not show an obvious association with HAT1-dependent changes in transcription (Supplementary Figure S4).

### HAT1-dependent sites of accessibility have characteristics of active enhancers

To better understand the nature of the HAT1-dependent sites of accessibility embedded within heterochromatin, we compared our ATAC-Seq data to publicly available ChIP-Seq datasets for histone post-translational modifications and chromatin modifying proteins. The HAT1-dependent sites of accessibility have properties of active enhancers as there is a significant correlation with H3 K27ac and H3 K4me1 (Figure 4C and D). However, only a small subset of these sites are also associated with H3 K4me3 peaks, consistent with the lack of connection between HAT1-dependent accessibility and active transcription.

As the HAT1-dependent sites of accessibility have characteristics of active enhancers, we compared these sites to ENdb, which is a dataset of experimentally verified enhancer elements from human and mouse (80). However, none of the HAT1-dependent sites of accessibility overlap with known enhancers. Hence, these active enhancer-like sites of accessibility in heterochromatin are not linked to transcriptional regulation in MEFs.

### HADs localize to lamin-associated domains

The nuclear lamina is an important structural component of the nucleus that provides a framework for the 3D architecture of the genome. The association of LADs with the nuclear lamina localizes these domains to the periphery and the heterochromatin compartment of the nucleus (25–26,81–82). LADs range in size from 0.1 Mb to 10 Mb, tend to be gene poor and are enriched in the L1 and L2 isochores. The physical characteristics of HADs are similar to those of LADs (25,26). 

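Over their whole length the HADs have a GC content of 37.9%, against 42.2% in the rest of the genome without chromosome Y. They contain 2238 gene starts. Of the 1006 lower sites inside HADs, 89.9% have surroundings in the GC classes L1 or L2, against 38.5% of the 639 lower sites outside.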

We compared our ATAC-Seq data with available lamin B1 localization in MEFs determined by DamID and found a remarkable degree of overlap (Figure 5A). In the karyoplots shown in Figure 5B, it is clear that HADs are predominantly located within LADs throughout the genome (86% of HADs overlap with LADs). LADs can also be categorized as either constitutive LADs (cLADs) and facultative LADs (fLADs). The cLADs are ubiquitously present in all of the cell types that have been examined, while fLADs develop in specific cell types during differentiation. We compared the location of HADs relative to cLADs and and found that ∼85% of HADs colocalize with cLADs (Supplementary Figure S5) (73). These data indicate that HAT1 regulates the accessibility of large chromosomal domains associated with the nuclear lamina.

**Figure 5.**
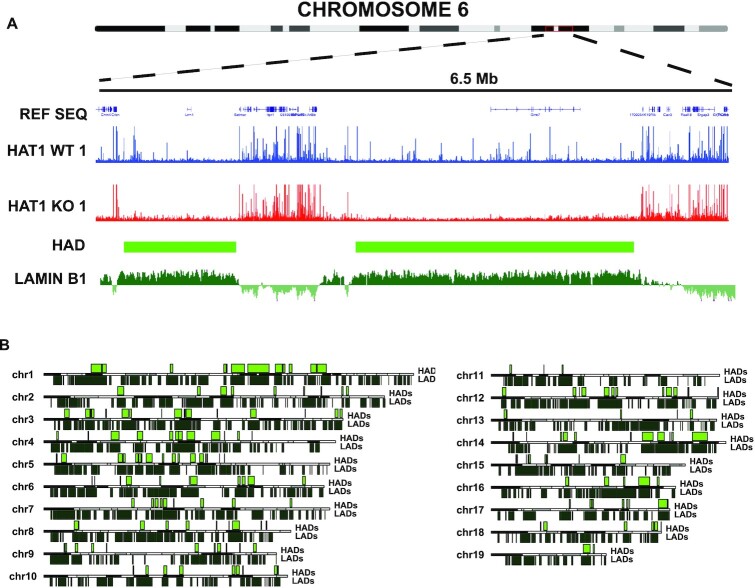
HADs display a high degree of overlap with LADs. (**A**) Genome browser visualization of ATAC Seq data from HAT1^+/+^ (blue) and HAT1^−/−^ (red) cell lines. For the indicated region of chromosome 6. Lamin B1 DamID data (dark green) from MEFs was obtained from the UCSC browser (73). (**B**) Karyoplots of each autosome with location of HADs on the top and LADs on the bottom.

### HAT1 is required to maintain nuclear structure and stability

Previous studies have suggested a link between HAT1 and nuclear lamina function. For example, complete knockout of HAT1 in mice results in neonatal lethality with a number of developmental phenotypes that are very similar to those seen following the complete knockout of the LMNB1 gene, including hyper-proliferation of lung mesenchymal cells and craniofacial bone defects (38,83). In addition, senescence of MEFs is highly sensitive to the level of HAT1 (84). Finally, mice heterozygous for HAT1 have a dramatically shortened lifespan and develop multiple signs of early onset aging (84).

The nuclear lamina is a critical determinant of nuclear morphology. To determine whether HAT1 is functionally linked to the nuclear lamina, we examined several aspects of nuclear structure and stability. We measured nuclear size in HAT1^+/+^ and HAT1^−/−^ MEFs and found that loss of HAT1 leads to a significant increase in nuclear area (Figure 6A). This is consistent with a number of studies that have demonstrated an increase in nuclear size associated with decreases in the expression of lamins or with mutations that compromise lamina function (85,86). We analyzed lamin A/C and lamin B levels in HAT1^+/+^ and HAT1^−/−^ MEFs by Western blot and found that loss of HAT1 does not affect lamin expression (Supplementary Figure S6A). In addition, immunofluorescence imaging indicates that there are no marked differences in lamin A/C or lamin B expression or sub-cellular localization between HAT1^+/+^ and HAT1^−/−^ MEFs (Supplementary Figure S6B).

**Figure 6.**
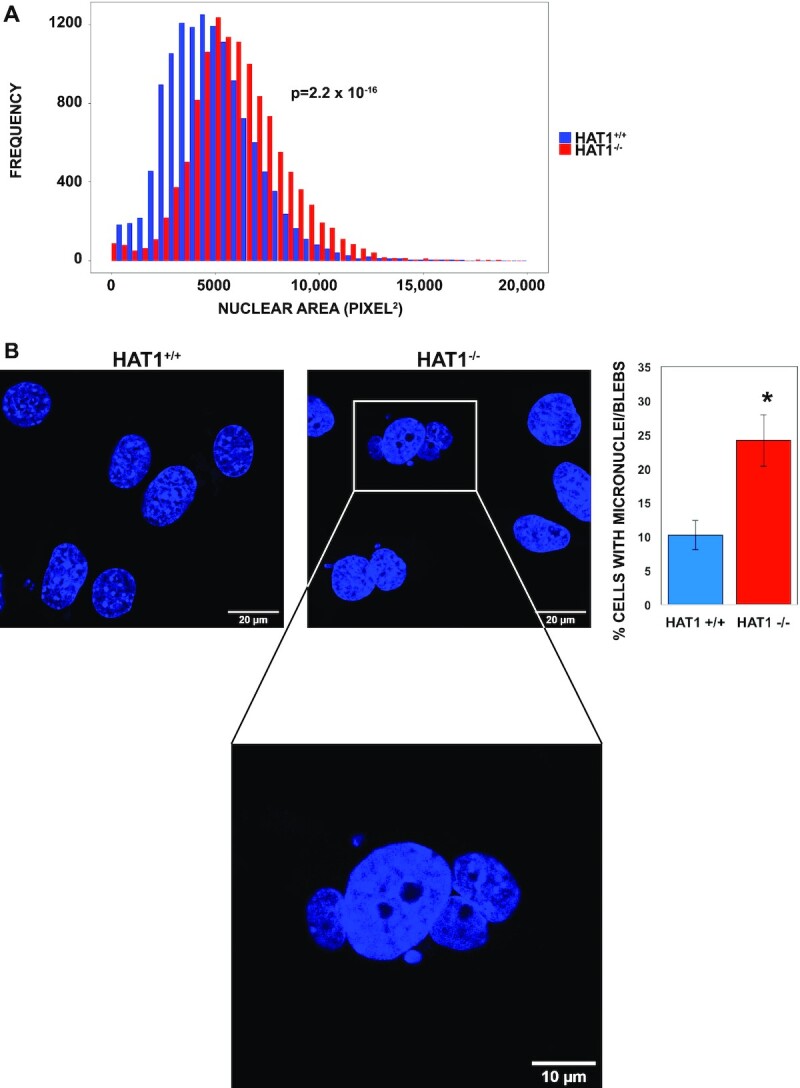
HAT1 is required to maintain nuclear structure and stability. (**A**) HAT1^+/+^ (*n* = 12 980) and HAT1^−/−^ (*n* = 11 796) cells were stained with DAPI, imaged and nuclear area determined with ImageJ. (**B**) Cells of the indicated genotype were visualized with DAPI. The percentage of cells containing nuclear blebs or micronuclei (marked by white arrows) was quantitated (*n* = 1207 and 894 cells for HAT1^+/+^ and HAT1^−/−^, respectively, *P-value < 0.05).

Defects in the nuclear lamina can also compromise the structural integrity of the nucleus. An interesting example is related to the protein acetyltransferase Mof. Analysis of Mof-dependent acetylation identified multiple sites of acetylation in the lamins, particularly lamin A. This acetylation is functionally relevant as mutations in Mof or the Mof-dependent sites of acetylation in lamin A cause increased nuclear blebbing and formation of micronuclei (87). We identified a similar phenotype in nuclei from HAT1^−/−^ cells, as there is a significant increase in the frequency of nuclear blebbing and micronuclei relative to that observed in control HAT1^+/+^ cells (Figure 6B). We conclude that HAT1 deficient cells display an array of phenotypes similar to those seen in cells with defects in the nuclear lamina further supporting that HAT1 is functionally linked to nuclear lamia-associated heterochromatin.

Our results suggest that HAT1 plays a central role in the epigenetic inheritance of chromatin states. Specifically, we demonstrate that HAT1 is required to maintain the accessibility of large domains of chromatin that we have termed HADs (HAT1-dependent Accessibility Domains). In addition, HAT1 functions as a global repressor of H3 K9 methylation and chromatin accessibility in HADs correlates with HAT1-dependent increases in H3 K9me3 density. HADs are megabase-scale domains that coincide with heterochromatic regions of chromatin that interact with the nuclear lamina (LADs). HAT1 is directly linked to the nuclear lamina as HAT1 loss leads to defects in nuclear structure and integrity.

## DISCUSSION

In the wake of a replication fork, nascent chromatin contains a 1:1 mixture of parental and newly synthesized histones. The presence of H3 K9me2/3 on parental histones provides the template for the propagation of these modifications to new histones and the epigenetic inheritance of constitutive heterochromatin structure (15). The ‘read-write’ model for this epigenetic inheritance of heterochromatin posits that parental H3 K9me2/me3 serve as binding sites for the KMTs G9a and Suv39h1/2. This recruits these KMTs to nascent chromatin and into the proximity of neighboring newly synthesized histones for the propagation of the methylation marks (5,16,88). Here, we test the hypothesis that HAT1 and the acetylation of the newly synthesized histones play active regulatory roles in the epigenetic inheritance of histone H3 K9 methylation and constitutive heterochromatin.

We propose that HAT1 and the acetylation of new histones serve as a spatial and/or temporal brake on the transfer of H3 K9me2/3 from parental histones to new histones (Figure 7A). This transient inhibition of the propagation of K3 K9me2/3 would provide an opportunity for the ordered and regulated reestablishment of constitutive heterochromatin structure following DNA replication. A regulatory role for new histone acetylation is consistent with a number of previous reports. Early studies involving the treatment of cells in S phase with histone deacetylase inhibitors indicated that a delay in the removal of new histone acetylation prevented the generation of stable and mature chromatin (77). More recent studies have used proteomics to characterize the acquisition of H3 K9me2/3 by newly synthesized histones. Surprisingly, methylation of H3K9 occurs with slow kinetics following deposition of newly synthesized histones on nascent chromatin, with new histones taking an entire cell cycle to acquire the parental level of methylation (22,23).

**Figure 7.**
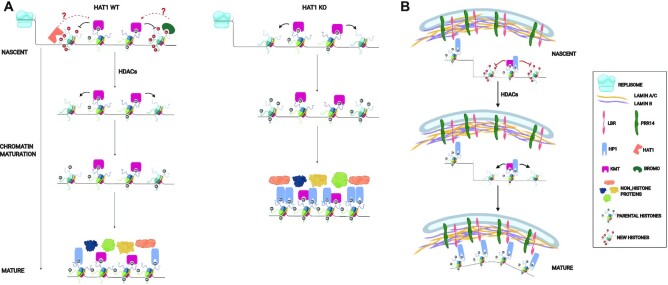
Model of epigenetic regulation of nuclear lamina-associated heterochromatin domains by HAT1 and the acetylation of newly synthesized histones. (**A**) Schematic diagram showing the potential role of HAT1 and the acetylation of newly synthesized histones in the epigenetic inheritance of histone H3 methylation in heterochromatin. (**B**) Schematic diagram describing the regulation of nuclear lamina-heterochromatin interactions following DNA replication by nascent chromatin maturation.

There are multiple, non-mutually exclusive, mechanisms by which HAT1 and the acetylation of newly synthesized histones may regulate the epigenetic inheritance of histone methylation patterns on nascent chromatin (Figure 7). HAT1 is required for the acetylation of newly synthesized H3 and H4 and for the deposition of H3 and H4 with specific sites of acetylation onto newly replicating DNA. In particular, H3 acetylated on K9 and K27 and H4 acetylated on K5 and K12 are absent on nascent chromatin from HAT1^−/−^ cells (38). The deposition of new H3/H4 tetramers containing H3 K9ac would directly block the ability of KMTs to methylate these new histones (Figure 7A). An important caveat of this mechanism is that a relatively small proportion of new H3 appears to be acetylated on K9. Pulse labeling with ^14^C-lysine demonstrated that ∼3% of new H3 molecules were acetylated on K9 (76). Hence, the direct inhibition of H3 K9me2/3 by K9 acetylation is only likely to play a significant regulatory role if new H3 containing this modification is specifically targeted and concentrated at discreet regions of the genome, such as HADs. In this context, it is interesting to note that increasing H3 K27ac can disrupt the interaction of LADs with the nuclear lamina (89,90).

Contrary to new H3, essentially all new molecules of H4 are diacetylated on K5 and K12 by HAT1 (39,76). Our results indicate that HAT1-modified new H4 is uniformly distributed throughout the genome. Hence, the genome-wide effect on H3 K9me2/3 is more likely linked to HAT1 or the acetylation of new H4. The acetylation of new H4 creates binding sites for bromodomain proteins on nascent chromatin and it was recently shown that association of Brg1, BRD3 and Baz1a with nascent chromatin is HAT1-dependent (69). The presence of these proteins on nascent chromatin may directly block the spread of H3 K9 methylation or may function to promote the localized assembly of open chromatin (Figure 7A). The latter possibility is consistent with the active enhancer-like structure of the HAT1-dependent sites of accessibility in constitutive heterochromatin, given the central role of bromodomain proteins in the formation of active enhancers in the context of euchromatin (91).

The transient physical association of HAT1 with newly replicated DNA opens up the possibility that HAT1 is directly involved in the regulation of H3 K9me2/3 dynamics on nascent chromatin (Figure 7A) (38,69,92). The presence of HAT1 on nascent chromatin may sterically block the activity of KMTs, as the RBBP7/HAT2 subunit of the HAT1 complex also binds the NH_2_-terminal tail of histone H3 (93). Alternatively, HAT1 may negatively regulate H3 K9 methylation directly or indirectly through its acetyltransferase activity. Indeed, a recent report identified the HAT1-dependent acetylation of a number of chromatin modifying proteins, including KMT5b (94). HAT1 was also recently proposed to play a central role in the regulation of nuclear acetyl-CoA availability and the absence of HAT1 may decrease heterochromatin accessibility through decreased acetyl-CoA availability (95). Finally, HAT1 may regulate heterochromatin structure through the modification of non-histone proteins or through a non-catalytic activity of the protein (94,96).

In addition to genome-wide increases in H3 K9me2/3, loss of HAT1 also results in the formation of megabase scale domains of highly inaccessible chromatin (HADs). A link between these two phenomena is suggested by the correlation between HADs and HAT1-dependent changes in the density of H3 K9me3 peaks. Recent reports have suggested that constitutive heterochromatin structure is formed by liquid−liquid phase separation or polymer-polymer phase separation (97–101). An important aspect of these models is that phase separation is mediated by the concentration and valence of HP1 interactions with chromatin. In the absence of HAT1, regions of the genome where the density of H3 K9me3 increases would provide an environment with a high local HP1 concentration and the opportunity for multi-valent interactions. This may push the HP1 concentration past the normal threshold and drive the assembly of an aberrantly condensed form of heterochromatin (Figure 7A).

In the context of euchromatin, accessibility following DNA replication develops as a consequence of transcriptional restart (79). Chromatin accessibility in regions of constitutive heterochromatin may develop through a distinct mechanism. Comparison of our ATAC-Seq and RNA-Seq data indicates that heterochromatic chromatin accessibility is not strictly linked to proximal transcription. However, the sites of accessibility possess properties similar to those of active enhancers in euchromatin. This raises the question of the function of sites of chromatin accessibility in gene poor regions of heterochromatin. These sites of accessibility may be important for facilitating long-range chromatin interactions that are important for proper 3D genome architecture. These sites of accessibility may also be involved in creating regional chromatin environments that allow for the interaction of heterochromatin components with structural components of the nucleus, such as the nuclear lamina.

The nuclear lamina is a critical structure that provides the framework for the 3D organization of the genome. Our understanding of nuclear lamina formation and its association with specific chromatin domains is based largely on studies of its assembly following mitosis (25–27). However, it is likely that passage of a replication fork through lamin-associated chromatin disrupts lamin-chromatin interactions. The timely reestablishment of the association between nascent chromatin and the nuclear lamina would then be essential for the epigenetic inheritance of global genome architecture.

We propose a model for the epigenetic regulation of nuclear lamina-heterochromatin interactions following DNA replication (Figure 7B). The replication fork disrupts the nuclear lamina-heterochromatin interaction as the parental nucleosomes are displaced. The recycled parental histones carry H3 K9me2/3, which is necessary for reestablishing contact with the nuclear lamina through factors such as LBR and PRR14, which directly interact with HP1 (24,29,33,35–36). We propose that the association of newly synthesized histones with the nuclear lamina is regulated by dynamic changes in their modification state. The interaction between the new histones and the nuclear lamina would develop during chromatin maturation as the new histones acquire H3 K9me2/3. Hence, DNA replication and chromatin maturation provide a window of opportunity to epigenetically regulate global genome architecture through modulating the localization of heterochromatin with the nuclear periphery.

## DATA AVAILABILITY

Epigenomic datasets are deposited in GEO: GSE178592. Mass spectrometry proteomics data has been deposited to PRIDE: PXD026232.

## Supplementary Material

gkab1044_Supplemental_Files Click here for additional data file.

# Supplementary material for: Epigenetic regulation of nuclear lamina-associated heterochromatin by HAT1 and the acetylation of newly synthesized histones
**Source:** Nucleic Acids Res. 2021 Nov 12;49(21):12136–51. doi: 10.1093/nar/gkab1044
**Supplement:** gkab1044_Supplemental_Files

## **Supplementary Information**

### **Supplementary Methods**

#### **APEX2 Construct Localization**

To evaluate localization of the constructs, cell fractionations were performed. First, cells were transfected as described in the Materials and Methods section of this paper. Cells were collected, washed with PBS, and resuspended in Lysis Buffer 1 (50mM Tris-HCl, pH 7.5, 20mM NaCl, 1mM EDTA, 10% glycerol, 0.5% NP-40, and 0.25% TritonX-100 supplemented with 1X Proteinase inhibitor cocktail (Roche), 2mM sodium vanadate, 10mM sodium butyrate, and 1mM DTT), incubated for 15min at 4°C with rotation and centrifuged at 400g for 5min at 4°C. Supernatant was collected as the cytosolic fraction. Next, the samples were washed in Lysis buffer 2 (50mM Tris-HCl, pH 7.5, 20mM NaCl, 1mM EDTA, and 1mM EGTA supplemented with 1X Proteinase inhibitor cocktail (Roche), 2mM sodium vanadate, 10mM sodium butyrate, and 1mM DTT). Samples were incubated for 5 min at 4°C with rotation and centrifuged at 400g for 5min at 4°C. Supernatant was discarded and the cell pellets were resuspended in Lysis buffer 3 (50mM Tris-HCl, pH 7.5, 250mM NaCl, 1mM EDTA, 0.5mM EGTA, 0.1% sodium deoxycholate, and 0.5% N-laurylsarcosine, supplemented with 1X Proteinase inhibitor cocktail (Roche), 2mM sodium vanadate, 10mM sodium butyrate, and 1mM DTT). Samples were sonicated using Diagenode Bioruptor Sonicator on high setting for 10 min with 30sec on/off until lysates no longer appeared viscous. Samples were centrifuged at 20000g for 15min at 4°C, supernatant was collected as the nuclear fraction. Protein lysates were boiled in 2X Laemmli buffer, loaded on an SDS-PAGE gel,

transferred to a membrane using standard protocols and probed with anti-Hat1 antibody (Abcam, ab193097), anti-V5 antibody (Invitrogen, MA5-15253), anti-lamin B1 antibody and anti-GAPDH antibody (Abcam, ab9485) as loading controls.

### **Histone Sample Preparation for Epiprofile**

Nuclei were isolated and histones extracted as follows. Briefly,  $2 \times 10^7$  cells were harvested and fractionated into cytoplasmic proteins and nuclei with lysis buffer 1 (LB1 – 50 mM Tris-HCl, pH 7.5, 20 mM NaCl, 1 mM EDTA, 1% Glycerol (vol/vol), 0.5% NP-40 (vol/vol), 0.25% Triton X-100 (vol/vol), supplemented with 1x Roche cOmplete protease tablet, 2 mM Sodium Vanadate, 10 mM Sodium Butyrate, 1 mM DTT) incubated with rotation for 15 min at 4 °C and spun down at 400  $g$  for 5 min at 4 °C. Nuclei were washed with lysis buffer 2 (LB2 – 50 mM Tris-HCl, pH 7.5, 20 mM NaCl, 1 mM EDTA, 0.5 mM EGTA, supplemented with 1x Roche cOmplete protease tablet, 2 mM Sodium Vanadate, 10 mM Sodium Butyrate, 1 mM DTT), incubated and spun as before. Nuclear pellets were suspended in 0.4N H<sub>2</sub>SO<sub>4</sub> and incubated for 2 h over ice with intermittent vortexing. Cellular debris was pelleted at >20000  $g$  for 15 min at 4 °C, supernatant transferred to 2 mL tube and histones precipitated by addition of ice-cold acetone and incubation O/N at -20 °C.

Samples were washed with ice-cold acetone twice prior to suspension in ABC (100 mM) and quantification via Bradford. Histones were prepared for bottom-up DIA as follows. Briefly, histone proteins (100  $\mu$ g) were incubated for 15 min at RT with ACN:PA (3: 1 vol/vol) four times to ensure complete conversion of unmodified and mono-methylated lysine residues. Histones were digested with trypsin (1:25 wt/wt) 400 rpm at 37 °C O/N. Histone peptides were incubated with ACN:PA twice to convert all of the newly formed N-termini, dried in a vacuum concentrator and quantified via Nanodrop to estimate concentration and yield prior to mass spectrometry analysis.

### **Data-Independent Acquisition Tandem Mass Spectrometry (DIA-MS/MS)**

Histone peptides (1200 ng) were separated with a PepMap C18 column (Thermo Fisher Scientific Cat No ES800A 3  $\mu\text{m}$ , 100  $\text{\AA}$ , 75  $\mu\text{m}$  x 15 cm) coupled to a Q-Exactive Plus Hybrid Quadrupole Orbitrap mass spectrometer (Thermo Fisher Scientific) by increasing 300 nL/min Buffer B (0.1% FA, ACN) over 75 min as follows: desalt/load peptides on trap 0-5 min 2% B, 5-45 min 45% B, 45-52 min 55% B, 52-56 min 95% B, 56-64 min hold at 95% B, equilibrate to 2% B for 64-75 min. Spectra were collected in data-independent acquisition (DIA) mode with the following parameters: MS1- resolution 35k, AGC target 3e6, maximum fill time 200 ms over a scan range 300-1100  $m/z$ , MS2 – resolution 17.5k, AGC target 1e6 with a loop count of 8 and a sliding isolation window of 50  $m/z$ . Raw data files were analyzed with EpiProfile 2.0 [194]. Significance was determined with Welch's t-test.

### **Immunofluorescence**

Three HAT1  $+/+$  or HAT1  $-/-$  MEF cell lines were seeded in equal quantities on coverslips and allowed to attach for 24 h. Cells were then permeabilized with 0.5% Triton X-100 and fixed with 4% PFA simultaneously for 15 min, rinsed with PBS, and fixed again with 4% PFA for 10 min at room temperature. After several PBS washes, cells were blocked with 5% BSA for 1 h at room temperature. BSA was removed with PBS washes and primary antibodies were diluted in 1% BSA, 0.3% Triton X-100 and added to cells overnight at 4  $^{\circ}\text{C}$  (Anti-LaminB1(ms), 1:200, Abcam cat. no: ab8982; Anti-LaminA/C(rb), 1:200, Abcam cat. no: ab133256). The following day, cells were incubated with secondary antibodies (Alexa Fluor 488-conjugated anti-rabbit, 1:250, Molecular Probes; Alexa Fluor 594-conjugated anti-mouse, 1:250, Molecular Probes) for 1 h at room temperature, antibody was removed with PBS, nuclei were stained with 20 mM Hoechst 33342 Fluorescent Stain and mounted on slides using Vectashield. Slides were analyzed under a Zeiss LSM 900 Airyscan 2 Point Scanning Confocal microscope. Images were acquired using

Zen Blue 3.0 and quantification was completed using ImageJ version 1.52t. Quantification consisted of identifying nuclear regions using Hoechst channel then measuring region area, intensity mean, and integrated density of 488 or 561 channel. Data was analyzed and plots generated using RStudio Version 1.2.5042 running R Version 4.0.0.

### **Data Availability**

RAW mass spectrometry proteomics data reported in this paper has been deposited to PRIDE via massIVE and can be downloaded through the mass spectrometry interactive virtual environment (massIVE) FTP (<ftp://massive.ucsd.edu/MSV000087497/>) or the accession number (PXD026232) through PRIDE. Further, processed mzML, mztab and the search engine results file generated during the database search for this paper are also deposited with PXD026232.

### **Supplementary Figure Legends**

**Supplementary Figure 1. HAT1-dependent chromatin accessibility sites localize to heterochromatic regions of the genome.** A. Pie chart displaying the distribution of HAT1-dependent sites of chromatin accessibility to the indicated genomic features. B. HAT1-dependent sites of chromatin accessibility were localized to the indicated GC-content isochores. C. Locations of HAT1-dependent sites of chromatin accessibility, indicated as vertical lines are shown above a karyoplot of chromosome 1. Below the karyoplot is a graph of gene density on chromosome 1.

**Supplementary Figure 2. Chromatin accessibility patterns are similar between primary and immortalized MEFs.** A. Sliding window averages of log<sub>2</sub> fold change of

ATAC-Seq data from primary and immortalized HAT1<sup>+/+</sup> and HAT1<sup>-/-</sup> MEFs. B. Genome browser view of an 8 Mb region of chromosome 6 showing ATAC-Seq data from primary and immortalized HAT1<sup>+/+</sup> and HAT1<sup>-/-</sup> MEFs.

**Supplementary Figure 3. Certain histone modifications are enriched in absence of HAT1.** A. The abundance of peptides containing the indicated modification on histone H3 (top) and histone H4 (bottom) in HAT1<sup>+/+</sup> and HAT1<sup>-/-</sup> MEFs (n=4 for each genotype) is plotted as relative abundance (left) or as enrichment/depletion in HAT1<sup>-/-</sup> cells. B. Histones were isolated from two independent HAT1<sup>+/+</sup> and HAT1<sup>-/-</sup> MEF cell lines and Western blots were probed with the indicated antibodies. The difference in the abundance of H3 K9me2 and K9me3 was quantitated relative to total histone H3.

**Supplementary Figure 4. Genomic distribution of sites of accessibility that increase in the absence of HAT1 relative to HAT1-dependent RNA-Seq changes.** Sites of increased chromatin accessibility in HAT1<sup>-/-</sup> MEFs are indicated above the karyoplot of each chromosome. Below each chromosome is indicated the location of differentially expressed RNAs.

**Supplementary Figure 5. HADs colocalize with cLADs.** Karyoplots of chromosome 1 and chromosome 16 are shown with the location of HADs above each chromosome and the location of constitutive LADs (cLADs) below.

**Supplementary Figure 6. HAT1 does not effect lamin abundance or localization.**

A. Whole cell extracts from HAT1<sup>+/+</sup> and HAT1<sup>-/-</sup> MEFs were resolved by SDS-PAGE and analyzed by Western blotting with the indicated antibodies. B. HAT1<sup>+/+</sup> and HAT1<sup>-/-</sup> MEFs were visualized with anti-lamin A/C antibodies and DAPI. The integrated density of lamin A/C signal was determined for cells of each genotype and plotted. C. HAT1<sup>+/+</sup> and HAT1<sup>-/-</sup> MEFs were visualized with anti-lamin B antibodies and DAPI. The integrated density of lamin B signal was determined for cells of each genotype and plotted.

**Supplementary Table 1. ATAC-Seq sites of differential accessibility in HAT1<sup>+/+</sup> and HAT1<sup>-/-</sup> MEFs.**

**Supplementary Table 2. Location of computationally derived HADs in pMEFs.**

A

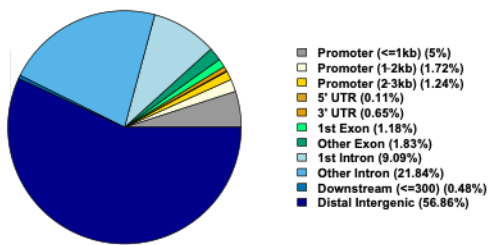

B

| ISOCHORE | GC CONTENT | HAT1-DEPENDENT SITES (%) |
|----------|------------|--------------------------|
| L1       | <37%       | 16                       |
| L2       | 37-41%     | 49                       |
| H1       | 41-46%     | 25                       |
| H2       | 46-53%     | 8                        |
| H3       | >53%       | 0                        |

C

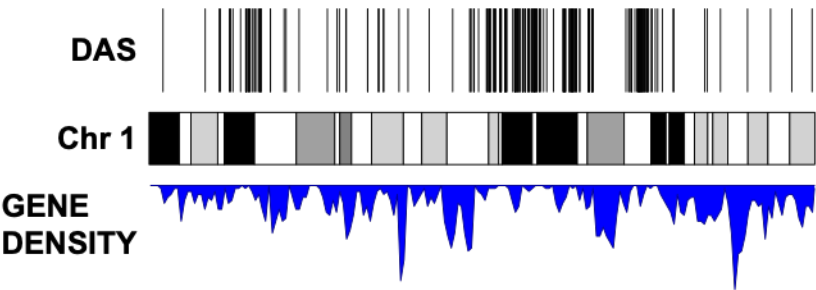

Supplementary Figure 1

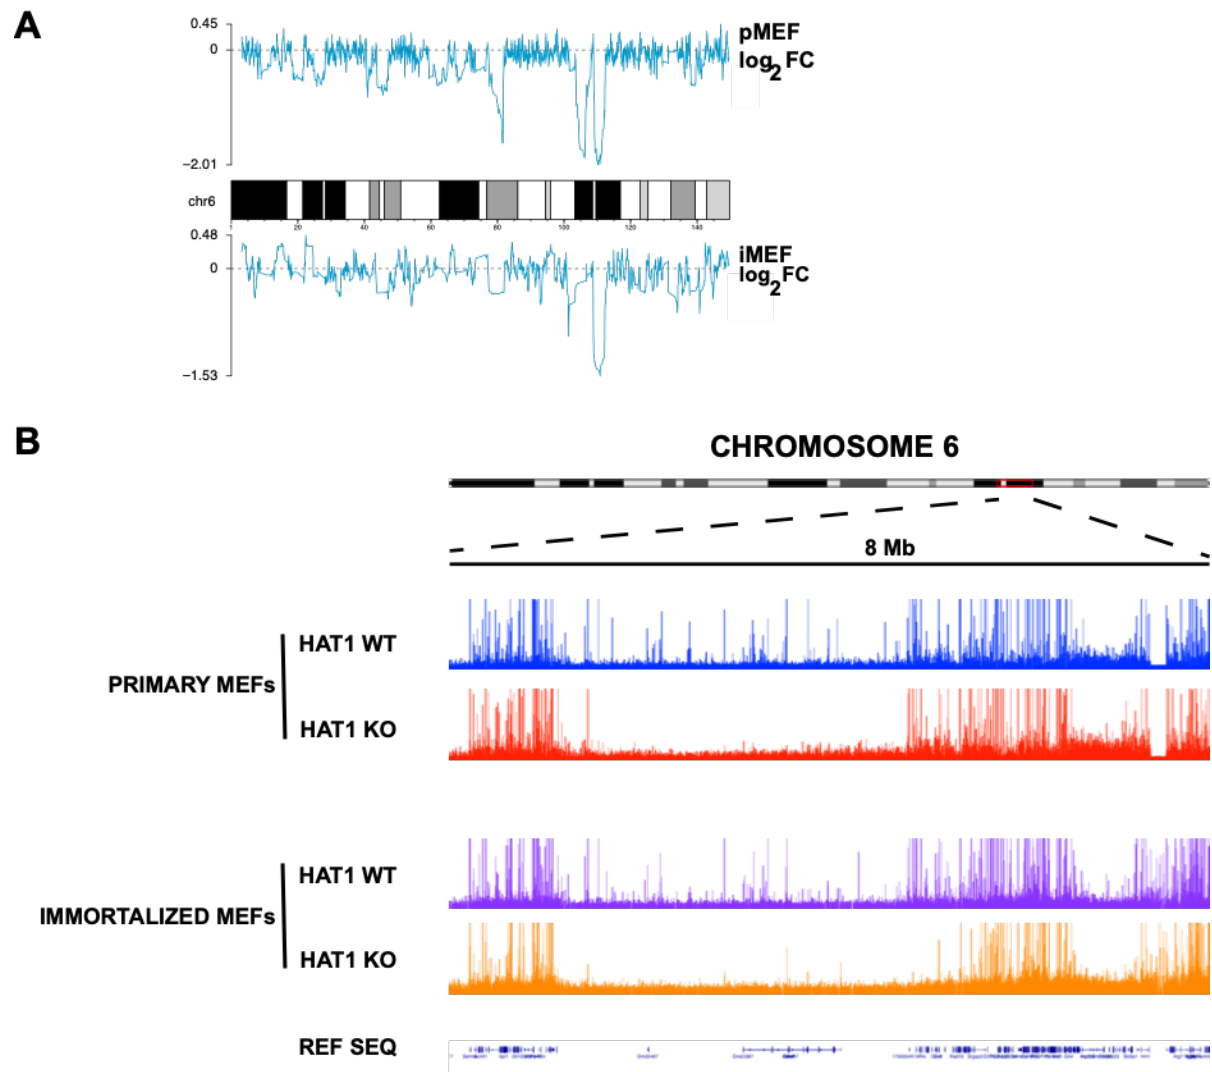

Supplementary Figure 2

A

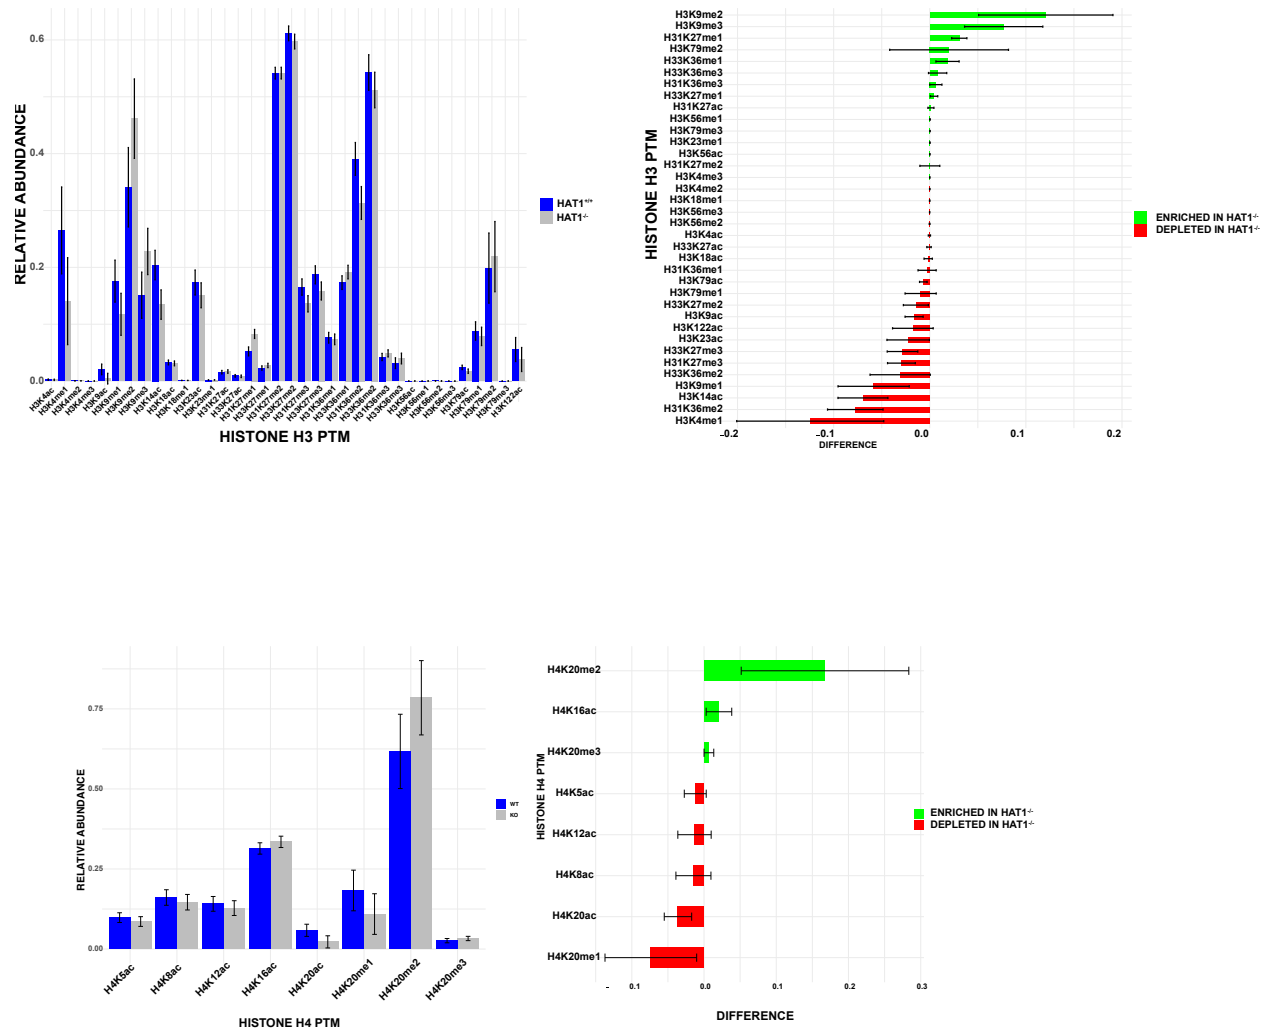

B

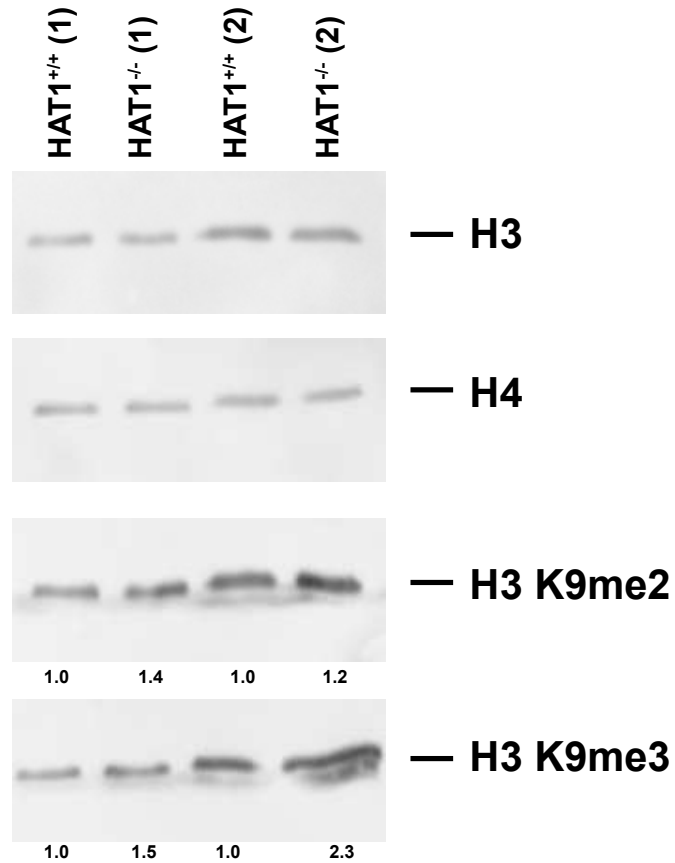

Supplementary Figure 3

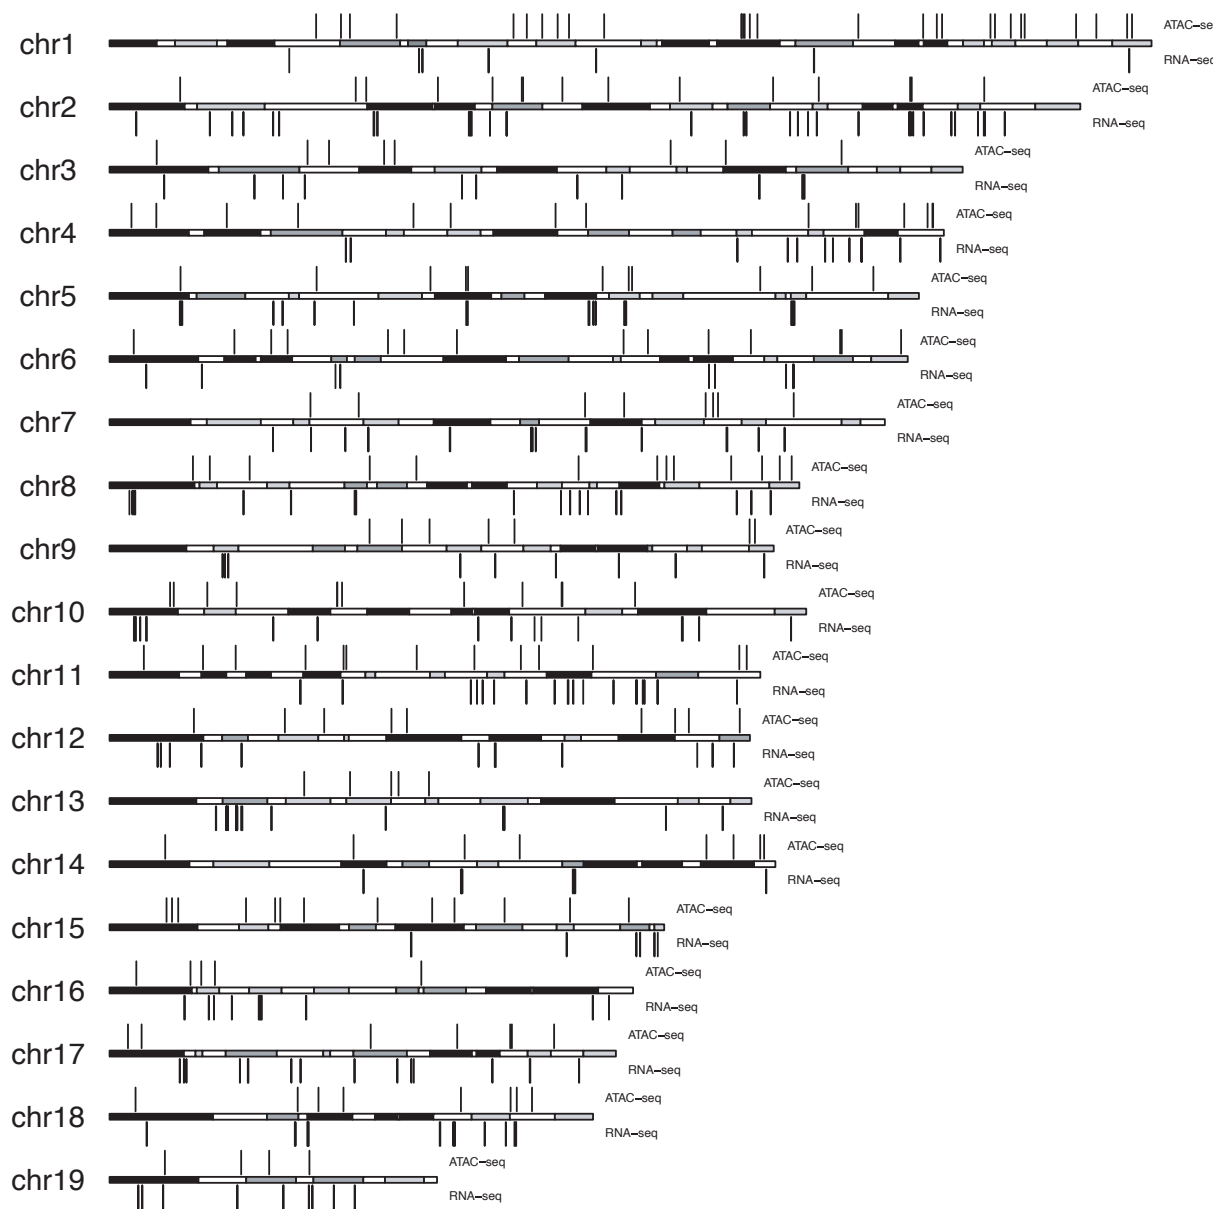

**Supplementary Figure 4**

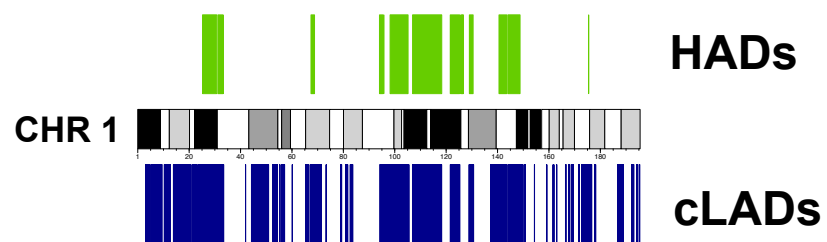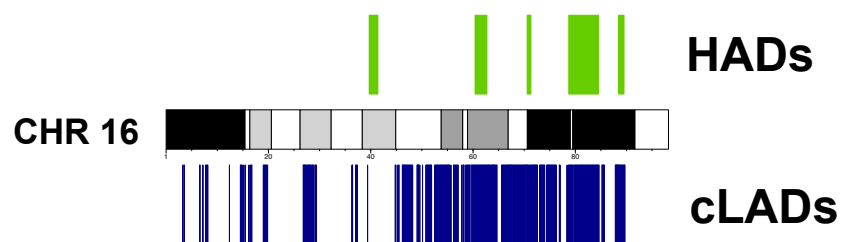

**Supplementary Figure 5**

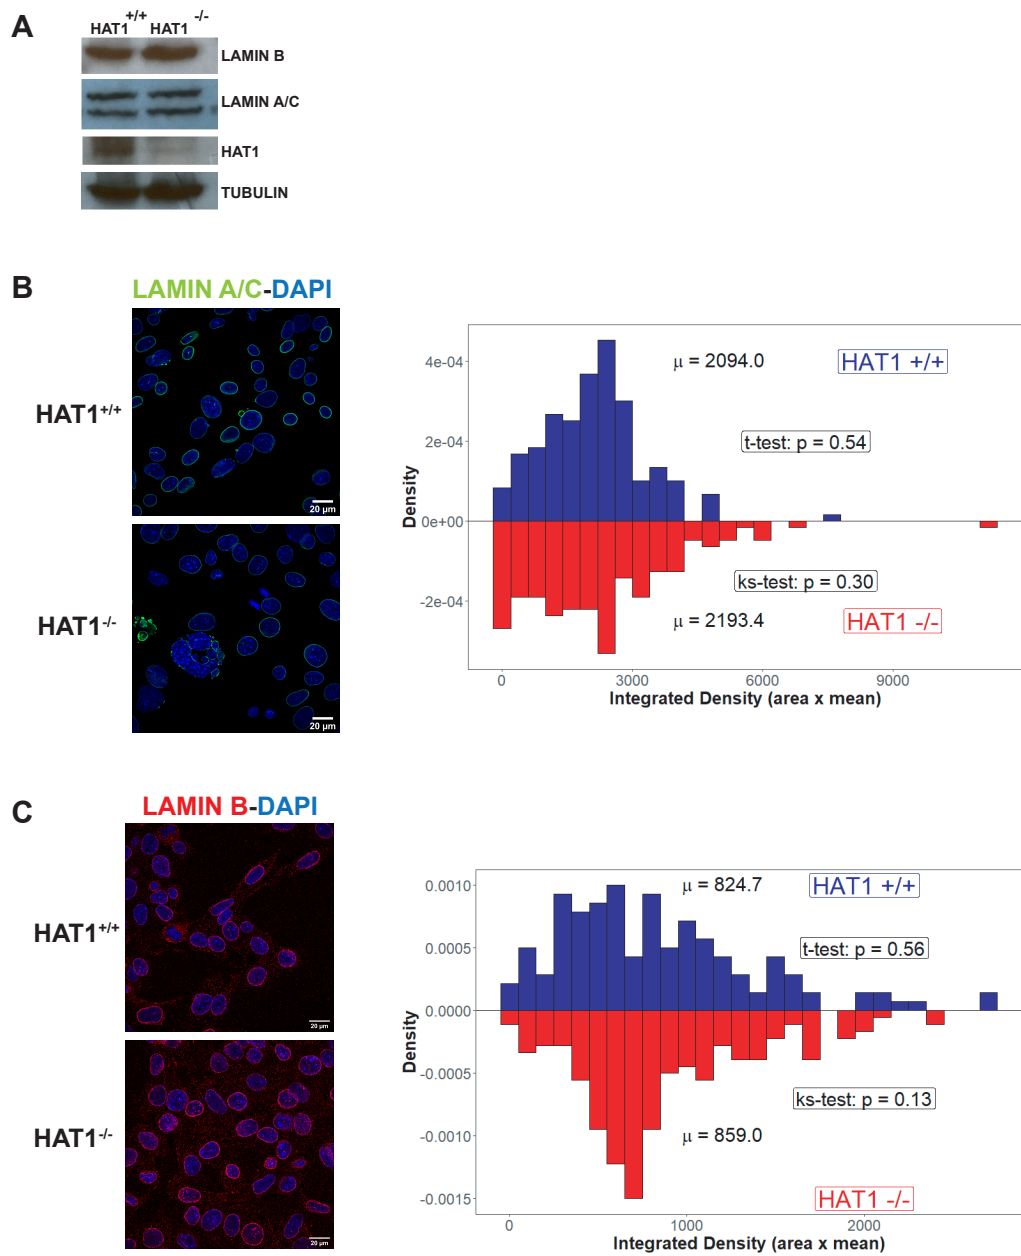

Supplementary Figure 6

How the deposited data were processed for this re-analysis (not part of the article)

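The ATAC-Seq comparison of 3 HAT1+/+ and 3 HAT1-/- primary MEF lines was analysed. The authors aligned the reads to mm10 with the ENCODE ATAC-Seq pipeline, called peaks with MACS2 and ran DiffBind. The levels and the fold change they deposited are on the log2 scale, as means over the lines of a genotype and as HAT1-/- over HAT1+/+. The authors' p-value for each site comes from the DiffBind comparison, and they give an FDR beside it. That FDR does not follow the order of P over all sites, since a higher site on chromosome 3 with P = 3.3e-04 has an FDR of 1 and one on chromosome 5 with P = 3.4e-04 has 0.163 in the authors' deposited table. The paper's text does not name the consensus rule, the library normalization or the test that DiffBind used. The deposited columns used are genotype means and comparisons, so no line could be left out, no lines could be regrouped, and no new test between genotypes was made. Depth per line is unknown, and the number of reads per site limits the precision.

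The reference was GRCm38, the same assembly as mm10, and the chromosome names and lengths were checked against the sites. Features and genes came from GENCODE vM21. Python 3.11.15, pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9 were used.

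HADs were called from the mean log2 fold change of 25 sites centred on each site, with shorter windows at chromosome ends, a cutoff of -0.58, and consecutive windows joined when no more than 1 Mb apart. Chromosome Y was left out, as in the paper. Flanks were the 1 Mb on each side outside every HAD, so HADs near each other share flank sites. Levels were compared in HADs with at least 5 sites inside and 5 in the flank, and densities and flank changes in every HAD with a site in its flank. Tests over HADs or chromosomes were two-sided sign-flip permutation tests with 100000 resamples. Chromosomes entered with at least 5 sites of the set. Clustering was set against 10000 random draws per chromosome, and its p is two-sided. That sidedness was chosen after the values were seen. Each of the clustering results past the threshold was also past it one-sided in the direction observed.

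The designs, the alternatives and the rule for the sites named in the text were fixed before the data were examined. The rule takes the 3 lower and the 3 higher sites with the smallest P, every site in Hat1, the HADs drawn in Figs 1C, 4B and 5A, the largest and the smallest HAD, and the domain on chromosome Y. The HADs of Fig. 4B could not be matched to positions and are not reported. Added after the data were seen were the gene density of HADs, the comparison of promoter sites with other sites in HADs, the profile across HAD borders, the reads kept in HADs, and the limit of 5 sites applied to densities and flank changes. The density comparison was first computed with that limit, which the design did not set for it, and is reported without it as designed.

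A setting that gives the HADs of Supplementary Table S2 was looked for after the data were seen. At the cutoff of -0.58, 6 kinds of window were tried, and then 5 pairs of cutoff and joining rule, with the first site of each run left out and at least 3 windows in a run. None of the kinds of window matched any of the 188 HADs. The matches of the 5 pairs ranged from 59 to 188, and the best was a cutoff of -0.585.

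The domain calling and the clustering test were tried on simulated data at the real site positions, and the sign-flip test on independent normal values. Of 100 implanted domains of 60 sites lowered by a log2 of -1.2, 100 were recovered, and 11 of the 111 domains called lay away from them. Shorter or shallower domains were not implanted, so the recovery of such HADs was not tested. Of the HADs found in the real data, 51 consist of a single window. With no effect, 4.5% of 200 sign-flip tests and 2.0% of 50 clustering tests were under 0.05. The sign-flip rate does not cover units that share flanks or hold outlying values.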

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

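The contrast of sites by sequence shared with chromosome X was chosen after the values on chromosome Y were seen, and the test on Xist before its own result was seen.

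Chromosome Y, which the paper left out of its HADs, drew attention because the HAD rule also calls domains there. Its methods mention a single HAD on this chromosome that was removed. The longest domain, from 140550 to 1286790, has 18 tested sites with a mean log2 fold change of -1.11, and 16 of them are below 0. Added over them, HAT1-/- cells had 0.487 times the normalized reads of HAT1+/+ cells. The smallest P of these sites in the authors' deposited table is 0.0733, so none is past the threshold alone. The other domains are single sites, with a log2 fold change of 0.18 from 4150167 to 4150270 and of -2.00 from 10643479 to 10643715. The value of 0.18 is not low in itself, since a window takes in the neighbouring sites.

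A candidate explanation is that fewer of the HAT1-/- lines came from male embryos, since the sexes of the lines were not used here. More female lines would raise the accessibility of Xist. The 3 sites in Xist had a mean log2 fold change of 0.58, from -0.01 to 1.23, and the smallest P in the authors' deposited table was 0.352. The limits set for this test were a rise of at least 1 for this explanation and less than 0.5 against it, so it decides neither way. With 3 kb added on each side, a reading not set for the test, 5 sites gave a mean of 0.37, under the lower limit, though a site among them still had 1.23. The 18 sites of chromosome Y outside the longest domain had a median log2 fold change of -0.16 and 0.89 times the normalized reads. Sites on chromosome X had a median of 0.03 and those on the autosomes -0.06. Chromosome X thus lay slightly above the autosomes, which does not go against more female lines. In place of a contrast of male-specific with pseudoautosomal sites, the sites were divided by whether at least 50% of their 31-base words occur on chromosome X of the reference. None of the 18 sites in the domain and 1 of the 18 outside it reached this, and the other 17 outside had a median of -0.14. Fewer male lines would lower those sites too, and 10 of the 17 were below 0. Most of them lie in a single stretch from 90718516 to 90744798, where up to 43.15% of the words of a site occur on chromosome X. Sites that share words with chromosome X could take reads from it in either sex. The values of the 17 sites therefore do not decide whether fewer of the HAT1-/- lines were male. The test on Xist, with its mean of 0.58, does not settle this explanation for the domain either. No biological explanation was tested.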

How the results depend on the processing

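The authors' table gives genotype means, so leaving out each line in turn was not run and other splits of the 6 lines were not counted. No paired analysis was possible because the columns carry no line. Of 106 alternative values, 69 stayed as they were, in direction and side of the threshold or within the range set for a count or share, 25 moved, 9 reversed, 2 became stronger and 1 weaker. The share of the genome was held to the range of 1.5 times set for counts, since base pairs are not independent. The cause was not tested for any of the changes below, except where a value is given for it.

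With an FDR under 0.05 in place of P under 0.01, there were 197 lower and 0 higher sites, a share of 100.0% lower, while 0.812% of all sites have P under 0.01 and 3.14% have P under 0.05. P under 0.001 left 546 lower and 8 higher sites, a share of 98.6% lower. Without the lowest 25% of mean reads, 94 higher sites were left and the share was 93.5%. Subtracting a median of the log2 fold change or taking log2 fold changes past 0.58 left little room for change, since P was not recomputed and 1859 of the 1867 sites with P under 0.01 already pass the fold change limit. These settings are counted above among those that stayed and show no stability.

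The number of HADs and the share between 1 and 5 Mb moved with several of the choices. They were 477 and 21.0% with windows of 15 sites, 142 and 44.4% with 51 sites, 633 and 21.0% at a cutoff of -0.4, 165 and 53.3% with all windows within 1 Mb joined, and 172 and 54.6% for HADs of at least 100 kb. A cutoff of -1 gave 98 HADs and 4.14% of the genome. The share between 1 and 5 Mb was 28.5% with trailing windows, 45.8% without the lowest 25% of mean reads, and 47.6% with an exact 1.5-fold cutoff, the first site of each run and runs under 3 windows left out, which was chosen after the data were seen.

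The density of sites in HADs against their flanks reversed, from a log2 ratio of 0.71 over all HADs to -0.93 with the HADs of Supplementary Table S2, -1.40 with HADs of at least 100 kb, and -1.24 with at least 5 sites inside and in the flank, a limit chosen after the data were seen. The 97 HADs under 100 kb have a mean log2 ratio of 4.39, which raises the mean over all HADs. The difference in gene starts per Mb reversed from 55.1 to -2.29, -5.99 and -5.30 under the same settings, and was not past the threshold over all HADs (p = 0.124, permutation test) or with Supplementary Table S2 (p = 0.366, permutation test). In the HADs under 100 kb, taken apart after the data were seen, it had a mean of 163.5 ± 891 (SD; p = 0.0662, permutation test), though 77 of the 97 were below 0. In the 172 others it had a mean of -5.95, so the mean above 0 over all HADs comes from the short HADs. The HAT1+/+ level in HADs minus flanks, 0.02, became stronger with flanks of 0.5 Mb (0.066) and per kb of site width (0.081).

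Within 5 Mb the clustering of lower sites reversed to -1.50 percentage points and that of higher sites to -2.45, where nearly all drawn sites already have a neighbour for the lower set. With P under 0.001 the clustering of the 8 higher sites reversed to -0.54 points. The clustering of higher sites was not past the threshold under any of these settings. The GC difference of higher sites alone, -0.67 points, was weaker. The distal intergenic share was 39.7% for higher sites and 64.7% with protein-coding transcripts only.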

Differences from the paper's values

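The paper reports about 8% of differential sites in promoter regions, and 13.1% were found with promoters of 3 kb on each side. Of the alternatives set before the data were examined, promoters within 1 kb gave 7.64% and protein-coding transcripts only gave 5.92%, both within 1.5 times of the paper's value. The paper reports 0 sites in isochore H3, and 2 were found with the GC content of 200 kb windows in place of the isochore map. Of the alternatives set before the data were examined, the higher sites alone gave 0, while the lower sites alone gave 2, windows of 50 kb gave 6 and the GC content of the site itself gave 197. The paper's shortest HAD is 0.9 kb and the shortest found here is 0.101 kb, and none of the alternatives set before the data were examined closed the gap. A setting chosen after the values were seen, by its match to Supplementary Table S2, gave 0.899 kb. In it the cutoff is exactly 1.5-fold, the first site of each run is left out and so are runs of fewer than 3 windows.

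The paper lists 188 HADs and 269 were found here, a difference under 1.5 times. The same setting chosen after the values were seen gave 189, of which 188 have the borders of Supplementary Table S2. The remaining domain is on chromosome 12, from 119945873 to 120029033. With the same rule and other cutoffs, also chosen after the values were seen, -0.58 gave 193 HADs with 144 of those borders, -0.59 gave 190 with 140, and -0.6 gave 188, the paper's number, with 77. Without the joining limit, -0.6 gave 176 with 59. The 6 kinds of window tried at -0.58 with every run counted gave from 259 to 269 HADs and 0 of those borders. That setting also gave 47.6% of HADs between 1 and 5 Mb and 10.0% of the genome, where the paper states 48% and 10%, and 1 HAD on chromosome Y.

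The paper states that HADs are less accessible than their flanks. The level of their sites in HAT1+/+ cells differed from the flanks by a log2 of 0.02 (p = 0.4, permutation test), in HADs whose selection by log2 fold change favours a high level in these cells, and the log2 ratio of the density of sites had a mean of 0.71 over HADs of any length, with a median of -0.61 and 157 of 267 HADs below 0. Its mean was below 0 for HADs of at least 100 kb, for those with at least 5 sites inside and in the flank, and for those of Supplementary Table S2. The paper states that HADs become almost inaccessible, and 51.8% of their normalized reads were kept in HAT1-/- cells. It states that flanks are unchanged, and their log2 fold change relative to all sites outside HADs was -0.10 within 1 Mb, -0.19 within 0.5 Mb and -0.04 within 2 Mb.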

Other observations

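No test in this part was chosen after its own result was seen, but the number and length of the HADs were known.

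Technical explanations of the HADs were tested. If they came from a GC bias between the libraries, removing the dependence of the log2 fold change on the GC content of the site should remove most of them. After that, 85.6% of the HAD length was still called, between the limits of 50% and 90% set for the test, which by itself decides neither way. Subtracting only the median of all sites, which uses no GC content, kept 86.2%, so nearly all of the lost length is due to the shift shared by all sites and little to their GC content. The dependence that was removed was fitted at the sites outside HADs. It ran from a log2 of -0.18 to -0.01, against a mean of -1.02 at the sites in HADs. A GC bias that acts alike on all sites of the same GC content therefore does not account for the HADs. A bias present only within HADs could not be seen in this fit. After the dependence on the mean reads of the site was removed, 91.8% was still called, over the limit of 90% set against that explanation. Chance runs of low values gave a mean of 3.21 HADs over 100 shuffles, against 269, and the largest number in a shuffle was 11. Of HADs shorter than 100 kb the shuffles gave a mean of 3.08, against 97. Shuffling also removes the long domains, and some short HADs lie beside long ones. It therefore cannot tell whether short HADs are chance fragments at the borders of longer domains. A scaling of a whole library moves the sites inside and outside HADs alike. The median log2 fold change was -0.99 at sites in HADs, which is partly fixed by the choice of HADs, and -0.05 at sites outside. The small shift outside and the 86.2% of HAD length kept after subtracting the median argue against such a scaling as the source of the HADs. The effect of a single outlying line or of other steps of the authors' normalization was not tested, so a biological explanation was not singled out.

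Promoter sites in HADs fell less than the other sites of the same HAD, by a log2 difference of 0.33 ± 0.56 (SD, n = 104 HADs; two-sided sign-flip permutation test, p = 1.0e-05), above 0 in 71. Promoter sites have more reads in HAT1+/+ cells, with a median of 16.3 against 14.5. A higher read level was tested as the explanation by matching on it, and the difference was then 0.32, so it kept nearly all of its size. The GC content of promoters and the authors' normalization were not tested as explanations of it. This comparison was added after the data were examined.

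Windows of 25 sites with a mean log2 fold change above 0.58 number 22, against 5187 below -0.58. The paper does not report domains that gain accessibility.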
